# Comparison between transcriptomic responses to short-term stress exposures of a common Holarctic and endemic Lake Baikal amphipods

**DOI:** 10.1186/s12864-019-6024-3

**Published:** 2019-09-13

**Authors:** Polina Drozdova, Lorena Rivarola-Duarte, Daria Bedulina, Denis Axenov-Gribanov, Stephan Schreiber, Anton Gurkov, Zhanna Shatilina, Kseniya Vereshchagina, Yulia Lubyaga, Ekaterina Madyarova, Christian Otto, Frank Jühling, Wibke Busch, Lena Jakob, Magnus Lucassen, Franz Josef Sartoris, Jörg Hackermüller, Steve Hoffmann, Hans-Otto Pörtner, Till Luckenbach, Maxim Timofeyev, Peter F. Stadler

**Keywords:** Stress response, Baikal, Amhipoda, Heat shock, Heavy metals, Cadmium

## Abstract

**Background:**

Lake Baikal is one of the oldest freshwater lakes and has constituted a stable environment for millions of years, in stark contrast to small, transient bodies of water in its immediate vicinity. A highly diverse endemic endemic amphipod fauna is found in one, but not the other habitat. We ask here whether differences in stress response can explain the immiscibility barrier between Lake Baikal and non-Baikal faunas. To this end, we conducted exposure experiments to increased temperature and the toxic heavy metal cadmium as stressors.

**Results:**

Here we obtained high-quality de novo transcriptome assemblies, covering mutiple conditions, of three amphipod species, and compared their transcriptomic stress responses. Two of these species, *Eulimnogammarus verrucosus* and *E. cyaneus*, are endemic to Lake Baikal, while the Holarctic *Gammarus lacustris* is a potential invader.

**Conclusions:**

Both Baikal species possess intact stress response systems and respond to elevated temperature with relatively similar changes in their expression profiles. *G. lacustris* reacts less strongly to the same stressors, possibly because its transcriptome is already perturbed by acclimation conditions.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-6024-3) contains supplementary material, which is available to authorized users.

## Background

Lake Baikal, located in Eastern Siberia, is the oldest (25-30 million years), by volume largest (23,000 km^3^) and deepest (1643 m) lake on Earth [1]. The ecosystem of Lake Baikal is characterized by vast biodiversity with a high degree of endemism; 80% of the more than 2500 so far described animal species are endemics [2]. This high degree of endemism and the absence of otherwise ubiquitous Palearctic species is probably due to the long, independent evolution of the Baikal endemics [3, 4] that may have highly specialized adaptations to the specific environmental conditions of Lake Baikal, as it is ultra-oligotrophic with low levels of ions and dissolved organic carbon, has high oxygen levels and the low average temperature of 6 ^∘^ C in the littoral zone [5–7]. Ponds in the direct vicinity of Baikal and isolated waters at the shores of the lake are inhabited by species of the Euro-Siberian (Palearctic) fauna, which is completely distinct from the fauna of the open Lake Baikal [1].

The amphipod fauna (Amphipoda, Crustacea) of Lake Baikal is exceptionally species-rich comprising so far described 354 species and subspecies [8]. Lake Baikal amphipods are morphologically and ecologically highly diverse; they inhabit the benthic substrates in all water depths of Baikal, as well as its only outflow, the Angara River. *Gammarus lacustris* Sars, 1863 is common throughout the Holarctic and inhabits very diverse environments, including water bodies in the direct vicinity of Baikal, but the species in general does not intermix with the Baikal endemic gammarid fauna. Endemic littoral Baikal gammarid species, on the other hand, typically do not occur in waters inhabited by *G. lacustris*.

The environmental conditions in the ponds in the vicinity of Baikal and the isolated bays are in many regards highly different to those of the open littoral zone of Lake Baikal, including higher seasonal and daily fluctuations of the water temperature, higher levels of organic substances in those shallow waters, as well as different hydrodynamic regimes [1, 9, 10]. These factors can be an explanation why endemic Baikal gammarids that are highly adapted to a narrow window of environmental conditions are unable to survive in those waters for longer periods. On the other hand, it is a question why species that are ubiquitous in the Palearctic and have adapted to survive in a wide range of environmental conditions are unable to establish stable populations in Lake Baikal. Individuals of *G. lacustris*, for instance, common in water bodies in the direct vicinity of Lake Baikal, may be frequently introduced into the lake, either from the streams entering Lake Baikal, by birds or by humans when used as fish bait.

Our aim with this study was to elucidate the differences between the Palearctic species *G. lacustris* and the most common in the upper littoral of Baikal endemic gammarids *Eulimnogammarus verrucosus* (Gerstfeldt, 1858) and *E. cyaneus* (Dybowsky, 1873) to obtain insights why the Lake Baikal endemic species outcompete the non-Baikal species at Lake Baikal conditions. The peculiarities of Lake Baikal water (see above) may require particular adaptations of aquatic species. Currently, Baikal water is generally highly pristine, and the Lake Baikal endemics may, therefore, be particularly sensitive to chemical water contamination. However, global warming and anthropogenic pollution, e.g. with heavy metals, can change the environmental condition of the Baikal littoral zone. This is why we explored how the gammarids respond to chemical or temperature stress at Lake Baikal water conditions and if there are specific molecular adaptations that provide an advantage to *G. lacustris* over the *Eulimnogammarus* species in the changing environment. We explored the transcriptomes of individuals of the three species upon acclimation to pristine Lake Baikal conditions, i.e., Baikal water at 6 ^∘^ C and from short term (3–24 h) species-specific treatments with cadmium and elevated temperature.

## Results

### Transcriptome assemblies

In order to obtain references for the downstream differential expression analyses, we performed de novo transcriptome assembly for each of the species. The libraries obtained from each type of conditions were included to account for the condition-specific transcripts. Technical characteristics of the assemblies are shown in Additional file 1: Table S1.

Each transcript was annotated, and its expression was quantified (Fig. 1a). This method reliably identified and taxonomically assigned 25% of the transcripts. For a gross proportion of these transcripts, amounting to about 10% of the different transcript sequences and about 25% of the overall expression, the closest matches were metazoan proteins. Thus, these transcripts can be considered to be originating from gammarid genomes. A considerable number of annotated transcripts amounting to about 5-10% of all transcripts and 5-10% of total expression could clearly be assigned to Ciliophora, which are known to be associated with the gammarids as commensals or symbionts [11]. The remaining transcripts either aligned to proteins from other groups of organisms (presumably symbionts or commensals) or could not be assigned and remained unannotated. Finally, we created a reduced data set with non-redundant sequences most probably originating from the target organism (Fig. 1a; labeled with ani), which would serve as references for mapping reads in the differential expression analysis. As we could not interpret the unannotated transcripts, we did not include them into this reduced set, even though they may represent sequences highly specific for this group of the organisms.

**Fig. 1:**
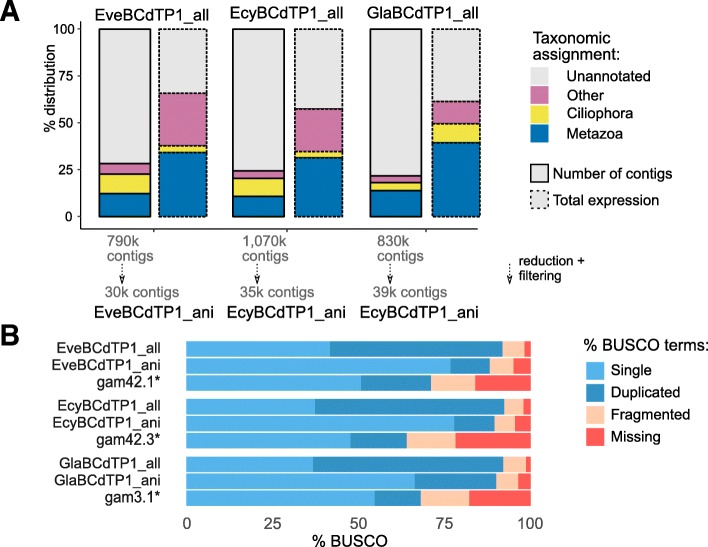
Overview of the assembly composition and completeness. **a**, taxonomic assignment of transcripts. **b**, completeness assession with BUSCO. The assemblies from [12] are shown for comparison (marked with asterisks)

Moreover, we estimated the completeness of our assemblies with BUSCO [13] and compared these values with the published assemblies of the transcriptomes of these species [12]. The assemblies obtained in this work are more complete than the published ones (Fig. 1b).

### Intra- and inter-species variability of transcript abundance

For an estimate to which degree transcript levels differ in all three species and to control for samples that might have been mislabeled (Additional file 1), the raw transcriptome reads obtained from each species were mapped to each transcriptome assembly generated for each of the three species. As expected, in each case the largest number of reads was mapped if the reads and the assemblies were from the same species. The differences in mapping rates of reads to assemblies were quite pronounced (Additional file 1: Figure S1), and thus differential gene expression was determined by mapping the reads to the assemblies of the respective species, except for the two cases (see below).

We then compared the control samples (pooled parallel controls of 3- or 24-h treatments) in each pair of species. To account for the difference in mapping rates and reduce the level of noise, we performed each of the three possible interspecies comparisons twice using each of the two assemblies as references. Then we looked for gene ontology (GO) biological process (BP) terms overrepresented in differentially expressed (DE) genes (absolute log_2_ fold change > 3 and adjusted *p*-value < 0.001; unless stated otherwise, the same criteria for differential expression are applied throughout the paper) and selected only those terms that were overrepresented in each of the three species-pairs comparisons regardless of the assembly that was used as a reference and with a significance level with a *p*-value < 0.001 (Fisher’s exact test; Fig. 2).

**Fig. 2:**
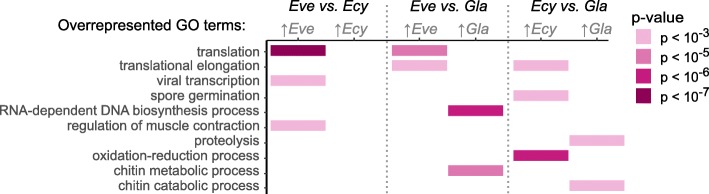
Gene ontology terms that in pair-wise comparisons were enriched in transcripts with higher expression in one species *vs.* the other species

These comparisons (Fig. 2) show that *E. verrucosus* expressed the transcripts associated with *translation* (GO:0006412) more highly than the other examined species. Furthermore, genes more highly expressed in either *Eulimnogammarus* species relative to *G. lacustris* were enriched in *translational elongation* (GO:0006414)-related transcripts encoding ribosomal proteins and the translation elongation factor 1 (Additional file 2). The differential expression patterns of the transcripts associated with the GO terms *translation* and *translational elongation* in the three species indicate a species-specific protein synthesis activity in the order *E. verrucosus* > *E. cyaneus* > *G. lacustris*.

Other GO terms that were overrepresented in genes over-expressed in *E. verrucosus* in comparison to *E. cyaneus* were *viral transcription* (GO:0019083) including three ribosomal protein-encoding transcripts and *regulation of muscle contraction* (GO:0006937) including transcripts encoding muscular proteins. However, the annotations of all these transcripts are rather vague as they are based on matches of the sequences with sequences from a phylogenetically rather distant taxon, the leech *Helobdella robusta* Shankland, Bissen & Weisblat, 1992 (Additional file 2). Thus, these different expression patterns do not clearly indicate gene expression differences between the studied amphipod species. Instead, they may indicate differing abundances of parasites in the examined animals; leeches are known parasites of Baikal amphipods [14].

GO terms overrepresented in transcripts with higher expression in *E. cyaneus* in comparison to *G. lacustris* were *spore germination* (GO:0009847) and *oxidation-reduction process* (GO:0055114). Both terms comprised transcripts encoding 14-3-3 proteins; the term *oxidation-reduction process* also contained transcripts encoding hemocyanin subunits, dehydrogenases and oxidases.

The GO term *RNA-dependent DNA biosynthetic process* (GO:0006278) was overrepresented in transcripts with higher expression in *G. lacustris* compared to *E. verrucosus*. The respective transcripts comprised mostly RNA-directed DNA polymerases from different transposable elements.

Other GO terms enriched in genes with lower expression in both *Eulimnogammarus* species compared to *G. lacustris* were *proteolysis* (GO:0006508) with transcripts predominantly encoding proteases and the two similar biological processes *chitin catabolic process* (GO:0006032) and *chitin metabolic process* (GO:0006030) that also included chitin-degrading enzymes.

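The control animals were kept at 6 °C and were sampled after 3 h and after 24 h in parallel with the exposed animals. According to the sample labels, 1 library was made from 1 individual of *E. verrucosus*, from 5 of *E. cyaneus* and from 3 of *G. lacustris*. There were 4 control libraries per species at 3 h, and 3, 4 and 3 at 24 h in *E. verrucosus*, *E. cyaneus* and *G. lacustris*. The authors assigned the reads with Salmon to the transcripts assembled for the same species (the paper excepts 2 cases), and the values analysed here are the estimated counts for 30237, 34579 and 38650 transcripts. They were rounded to whole numbers, transcripts with low counts were removed with the filterByExpr function of edgeR, and libraries were scaled by TMM. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted to the 2 groups compared. A transcript was counted as differentially expressed at the thresholds of the study, an absolute log2 fold change above 3 and an adjusted p under 0.001. A transcript of a list, or one named, is said to have risen or fallen at an adjusted p under 0.05. Levels are given as CPM after TMM scaling, as mean ± SD over libraries. The control libraries held 8882325 to 18629641 reads in *E. verrucosus*, 8824140 to 12807129 in *E. cyaneus* and 6920719 to 9222890 in *G. lacustris*.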

To estimate the noise level in our data, we performed a comparison of expression profiles in two control groups (3-h against 24-h parallel controls) for each species with same-species mapping. The number of genes differentially expressed at the chosen threshold levels (absolute log_2_ fold change value > 3 and adjusted *p*-value < 0.001) was as low as two genes for *E. verrucosus*, and no genes were differentially expressed in the other two species. The observed agreement in the two control groups ensures that most differences between the experimental and control conditions should be true positives.

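The transcripts of the stress response were at similar levels in both groups of controls in each species. The stress list holds the transcripts in the supplementary tables of the study that are named as heat shock proteins or carry the GO terms for response to stress, response to heat or protein folding. Its 38 transcripts in *E. verrucosus* summed to 400 ± 49.3 CPM (SD, n = 4) at 3 h and 377 ± 6.51 CPM (n = 3) at 24 h. The 31 transcripts of *E. cyaneus* summed to 153 ± 16.0 CPM (n = 4) and 155 ± 32.6 CPM (n = 4), and the 12 of *G. lacustris* to 128 ± 37.8 CPM (n = 4) and 129 ± 57.6 CPM (n = 3). These differences are smaller than the SD between libraries at 3 h. The 121 transcripts of translation in *E. verrucosus* summed to 761 ± 62.6 CPM (n = 4) at 3 h and 693 ± 25.6 CPM (n = 3) at 24 h, and the 80 of *E. cyaneus* to 425 ± 179 and 299 ± 209 CPM (n = 4 each). edgeR called 0 transcripts between the controls in each species, with 567 of 14543 tested in *E. verrucosus*, 426 of 14610 in *E. cyaneus* and 268 of 14949 in *G. lacustris* at an unadjusted p under 0.05. DESeq2 with length offsets called 1 higher and 1 lower in *E. verrucosus* and 0 in the other species. From the small number of differences between the controls, the paper concludes that most of the differences between exposed and control animals should be true positives.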

### Responses to thermal stress

*Lethal temperatures:* Temperature sensitivities of the studied species were estimated by determining the species-specific lethal temperatures. Individuals of the three amphipod species were incubated at temperature stress conditions, i.e., at water temperatures between 20 and 29 ^∘^ C for 24 h, and dead individuals were counted. The lethal temperatures for 50% of the individuals (LT50) differed considerably between the species ranging from 25.2 to 27.2 ^∘^ C (Fig. 3a) and mirroring the differences in temperature preferences of the species determined previously [15, 16]; however, the 10% mortality temperature (LT10) turned out to be very similar for all species (24.9, 24.6 and 24.6 ^∘^ C for *E. verrucosus*, *E. cyaneus*, and *G. lacustris*, respectively). For *E. verrucosus* the range of the temperatures causing no and 100% lethality was with 24–26 ^∘^ C comparatively narrow, whereas this range was wider for *E. cyaneus* with 23–28 ^∘^ C and for *G. lacustris* with 23–29 ^∘^ C. Thus, although LTx values of the different species were in the lower temperature range similar, the higher LTx values varied more across the species due to the different slopes of the regression curves (Fig. 3a). The species-specific LT10 values were chosen for the temperature stress treatments in the studies of the transcriptomic responses of the amphipod species to thermal stress.

**Fig. 3:**
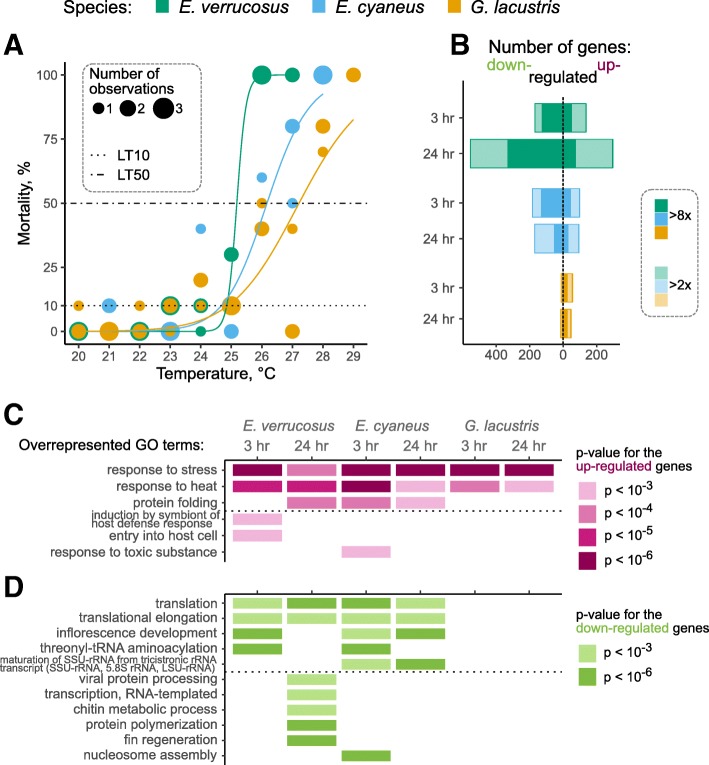
Temperature sensitivities of the different amphipod species and their transcriptional responses to elevated temperature. **a**, % mortalities of the studied species at different temperatures. The point size is proportional to the number of data points for the same species located at the same coordinates; this solution was chosen to avoid overplotting. **b**, numbers of up- and down-regulated genes in each species after 3-h and 24-h exposures to the species-specific LT10. The full list of DE genes and the corresponding fold change and *p*-values are available from Additional file 3. **c**, GO terms enriched in the transcripts up-regulated under acute heat shock. **d**, GO terms enriched for the transcripts down-regulated under these conditions. Only GO terms enriched with a *p*-value of at most 0.001 and including at least two differentially expressed transcripts are shown

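Animals in the LT10 treatment were kept for 3 h or 24 h at the temperature lethal to 10% of individuals, 24.9 °C for *E. verrucosus* and 24.6 °C for *E. cyaneus*. For *G. lacustris* the paper gives 24.6 °C and the sample labels give 24.9 °C. They were compared with the parallel controls at 6 °C. The labels give 5 days of acclimation for the LT10 animals and 3 days for the controls, where the paper gives 1 week for all animals, so that a difference in acclimation is not excluded. There were 4 LT10 libraries per species and time, except for *G. lacustris* at 24 h with 3. They held 7222425 to 13646585 reads in *E. verrucosus*, 6993529 to 13248524 in *E. cyaneus* and 7675112 to 11088928 in *G. lacustris*. The test was that described for the controls. It covered 14109 transcripts at 3 h and 13447 at 24 h in *E. verrucosus*, 14943 and 14382 in *E. cyaneus*, and 14554 and 14540 in *G. lacustris*. Transcript names are the best hits in other species that the supplementary tables of the study give. The lists (stress, translation, ubiquitin and gene families) were taken from the same tables, whose transcripts the study chose on these libraries. Counts and sums of their members are therefore not independent evidence of a direction. Transcripts of a gene family can share reads, which makes the values of single members uncertain. Among the 20 most abundant transcripts of *E. cyaneus*, 8 were under a hundredth of their median level in LT10 replicate 3 at 3 h, against 0 in every other library. In *G. lacustris* the same held for 4 of 20 in LT10 replicate 4 at 3 h, among the 57 libraries of at least 1000000 reads.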

*Expression responses to temperature stress*: The numbers of differentially expressed transcripts varied across the different amphipod species upon 3- and 24-h exposures to LT10 over one order of magnitude (Fig. 3b; Additional file 3). The more temperature-sensitive species, i.e., the species with lower LT50, showed higher numbers of responsive genes (Fig. 3a, b). 

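Transcripts encoding 70 kDa heat shock proteins, chaperones that bind unfolded proteins, had the largest increases in *E. verrucosus* and *E. cyaneus*. In *E. verrucosus*, TRINITY_DN378567_c0_g2_i1 rose from 0.635 ± 0.395 to 872 ± 127 CPM (SD, n = 4 each) after 3 h, a log2 fold change of 10.40 (SE 0.52, adjusted p = 1.07e-04 by edgeR). A transcript similar to an arkadia-like E3 ubiquitin ligase, TRINITY_DN338693_c0_g1_i1, rose from 0.139 ± 0.129 to 17.3 ± 3.29 CPM (n = 4 each). Among the transcripts that fell in *E. verrucosus* after 24 h was TRINITY_DN365262_c1_g2_i3, uncharacterized in *Hyalella azteca*, from 92.9 ± 30.2 (n = 3) to 0.629 ± 0.258 CPM (n = 4). In *E. cyaneus*, TRINITY_DN510477_c2_g3_i1, also of this chaperone family, rose from 0.443 ± 0.173 to 248 ± 33.6 CPM after 3 h and from 0.804 ± 0.230 to 274 ± 52.4 CPM after 24 h (n = 4 each).

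In *E. verrucosus*, 6 transcripts were higher and 0 lower after 3 h, and 21 were higher and 13 lower after 24 h. In *E. cyaneus*, 3 were higher and 0 lower after 3 h, and 6 were higher and 1 lower after 24 h. In *G. lacustris*, 0 passed the thresholds at either time, with 9 higher after 3 h and 12 higher after 24 h at an adjusted p under 0.05 and 825 and 2099 at an unadjusted p under 0.05. DESeq2 with length offsets called 48 higher and 123 lower after 3 h and 71 and 328 after 24 h in *E. verrucosus*, 29 and 102, then 27 and 52 in *E. cyaneus*, and 19 and 0, then 22 and 3 in *G. lacustris*. Without control replicate 1, edgeR called 0 transcripts in *E. verrucosus* at either time, and without any other single library 1 to 5 higher after 3 h (with 6 lower without control replicate 3) and 4 to 20 higher and 2 to 15 lower after 24 h. In *E. cyaneus* the higher calls after 3 h were 6 without LT10 replicate 3 and 0 to 2 without any other, and after 24 h 9 without LT10 replicate 3 and 2 to 4 without any other. In *G. lacustris* they were 3 after 3 h without LT10 replicate 4. There, the 9 at an adjusted p under 0.05 became 25 without this library, 0 without control replicate 1 or 3 and 2 to 6 without any other, and the 12 became 7 without control replicate 3 and 0 without any other library. Whether the numbers differ between species was not tested.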

To obtain an indication which biological processes were affected by temperature stress across the different species, we identified GO terms overrepresented in up-regulated or down-regulated transcripts (Fig. 3c, d, Additional file 4).

All species showed up-regulation of very similar groups of genes associated with the GO terms *response to stress* (GO:0006950), *response to heat* (GO:0009408) and *protein folding* (GO:0006457). These GO terms comprise transcripts encoded by heat shock protein (*hsp*) genes *hsp60*, *hsp70* and *hsp90*; *dnaJ* (*hsp40*); small heat shock proteins such as *hsp20* (Additional file 4); and one polyubiquitin gene. 

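Transcripts of the stress list were many times more abundant at LT10 in each species. In *E. verrucosus* the list summed to 8114 ± 1247 CPM (SD, n = 4) after 3 h, 20.3-fold the level of the controls, and to 10610 ± 1864 CPM (n = 4) after 24 h, 28.2-fold. In *E. cyaneus* it summed to 5486 ± 1170 CPM (35.8-fold) and 5927 ± 1374 CPM (38.3-fold; n = 4 each). In *G. lacustris* it summed to 4669 ± 1358 CPM (n = 4, 36.5-fold) after 3 h and 2644 ± 424 CPM (n = 3, 20.5-fold) after 24 h. Every LT10 library lay above every control (exact permutation test, two-sided, p = 0.0286, and 0.1 in *G. lacustris* at 24 h, each the smallest p that these numbers of libraries allow).

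Of the measured members, 27 of 34 rose in *E. verrucosus* after 3 h and 19 of 27 after 24 h. In *E. cyaneus* 11 of 24 and 18 of 24 rose, and in *G. lacustris* 5 of 10 and 6 of 12. Adjusted over the list alone, 29 and 19 rose in *E. verrucosus*, 20 and 19 in *E. cyaneus*, and 10 and 12 in *G. lacustris*. In *E. verrucosus* 2 and 4 members fell, among them transcripts similar to ribosomal protein L27a and to a peptidyl-prolyl isomerase, an enzyme of protein folding. In *E. cyaneus* 2 fell at each time, similar to calreticulin, a chaperone of the endoplasmic reticulum, and to L27a. The list was chosen by the study on these libraries and is not independent evidence of its direction. After 3 h, 24 of 29 rose in *E. cyaneus* without LT10 replicate 3 and 5 to 7 without any other library. In *G. lacustris* 9 of 12 rose after 3 h without LT10 replicate 4, 0 without control replicate 1 or 3 and 2 or 3 without the others, and after 24 h 5 rose without control replicate 3 and 0 without any other library.

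**Figure D1:**
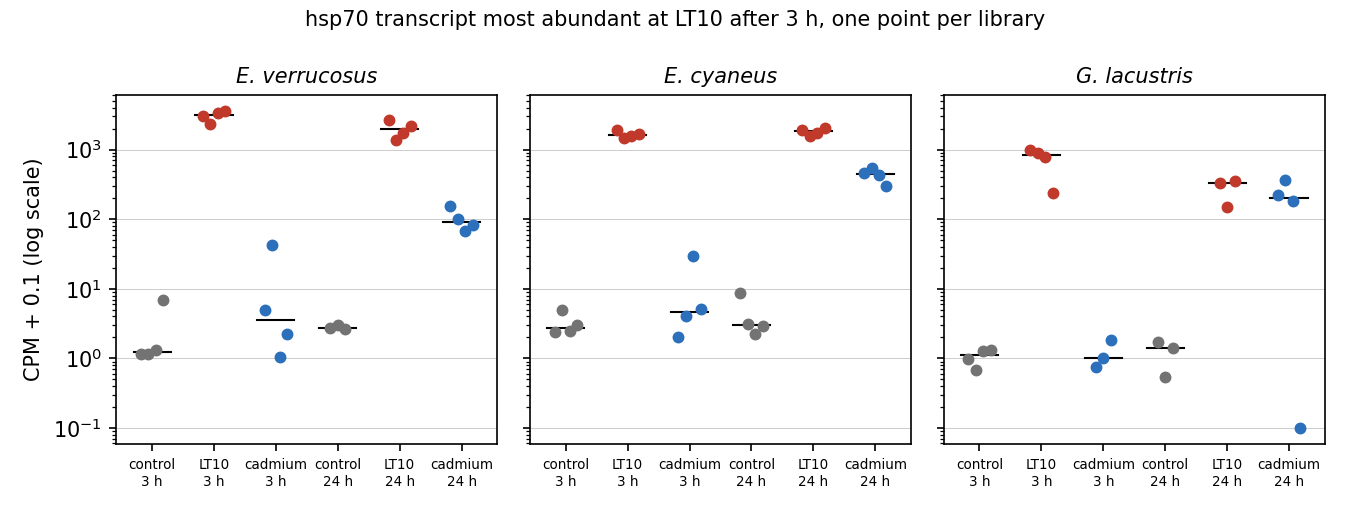
Level of the hsp70 transcript of highest CPM after 3 h at LT10 in each species, in CPM plus 0.1 on a log scale, by group and time. Each point is a library and each line the median, and in *E. verrucosus* the LT10 libraries lie between 2371 and 3608 CPM after 3 h and the controls between 1.06 and 6.78 CPM.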

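In *E. verrucosus* a transcript of each of these chaperone families rose. The hsp90 transcript TRINITY_DN360868_c0_g2_i1 rose from 34.5 ± 21.2 to 347 ± 138 CPM (SD, n = 4 each) after 3 h and from 34.6 ± 8.82 (n = 3) to 3653 ± 566 CPM (n = 4) after 24 h, a log2 fold change of 6.75 (SE 0.34, adjusted p = 8.32e-05 by edgeR). The hsp60 transcript TRINITY_DN373086_c0_g1_i1, a mitochondrial chaperonin, rose 2.76-fold after 3 h and 8.57-fold after 24 h (adjusted p = 0.00286 and 1.36e-04). The dnaJ transcript TRINITY_DN347774_c0_g1_i1, a cochaperone of Hsp70, rose from 28.9 ± 4.26 to 926 ± 145 CPM (n = 4 each) after 3 h and to 540 ± 228 CPM (n = 4) after 24 h. The small heat shock protein transcript TRINITY_DN379235_c2_g2_i2 rose from 0.911 ± 0.336 (n = 3) to 96.8 ± 23.6 CPM (n = 4) after 24 h.

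For *E. cyaneus*, the hsp90 transcript TRINITY_DN484470_c2_g1_i2 rose from 2.33 ± 1.15 to 1133 ± 447 CPM after 3 h and from 2.11 ± 0.859 to 544 ± 411 CPM after 24 h (n = 4 each). The dnaJ transcript TRINITY_DN482256_c0_g2_i1 rose from 25.5 ± 4.04 to 384 ± 49.9 CPM after 3 h. In *G. lacustris* the small heat shock protein Hsp27 transcript TRINITY_DN279489_c0_g1_i1 rose 7.32-fold after 24 h (n = 3 each, adjusted p = 0.0223 by edgeR). The best hit of this transcript is in *Brachionus ibericus*, outside the amphipods, and the organism it comes from was not analysed. The hsp90 transcript TRINITY_DN359185_c1_g2_i4 of *G. lacustris* was at 842 ± 43.4 against 81.2 ± 43.7 CPM after 24 h and did not pass the test (adjusted p = 0.0852 by edgeR). Polyubiquitin encodes repeats of the tag for protein degradation, and 1 of 9 measured transcripts of it rose and 1 fell in *E. verrucosus* after 3 h. The one that rose, TRINITY_DN373094_c5_g5_i2, named here after its values were seen, was at 12.9 CPM against 0.156 in the controls (log2 fold change 6.29, adjusted p = 0.00261 by edgeR). After 24 h, 6 of 6 fell.

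The hsp90 transcript of *E. verrucosus* did not pass at 3 h without LT10 replicate 4 or control replicate 1 or 2 (adjusted p 0.0651 to 0.0857), nor Hsp27 of *G. lacustris* without any 1 of the 6 libraries (0.0998 to 0.177).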

Raised temperature (i.e., heat shock) is known to induce representatives of all heat shock protein gene families [17].

Accordingly, genes up-regulated in response to elevated temperature were enriched in molecular function (MF) GO terms *ATP binding* (GO:0005524) and *unfolded protein binding* (GO:0051082). Overrepresented cellular component (CC) GO terms varied across the different species; except for the LT10 (24 h) treatment of *G. lacustris*, GO terms related to cell surface were overrepresented in all species in all treatments (Additional file 4). However, as this GO term comprises several heat shock protein transcripts that generally were induced in the LT10 treatments, the CC overrepresentation may be the consequence of diverse functions of heat shock proteins. Taken together, these results show that a variety of heat shock genes induced by elevated temperatures exists in the studied amphipods.

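The hsp70 transcripts made up a large part of the increase at LT10. The 12 of *E. verrucosus* summed to 5319 ± 749 CPM (SD, n = 4) after 3 h, 56.8-fold the controls, and 3924 ± 922 CPM (n = 4) after 24 h, 46.7-fold. The 14 of *E. cyaneus* summed to 3048 ± 724 and 2763 ± 354 CPM (n = 4 each), 167-fold and 122-fold. The 8 of *G. lacustris* summed to 1933 ± 413 CPM (n = 4, 41.6-fold) and 1037 ± 255 CPM (n = 3, 25.1-fold).

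In *E. verrucosus* 10 of 12 measured hsp70 transcripts rose after 3 h, with log2 fold changes between 1.28 and 10.56 over the 12, and 8 of 8 rose after 24 h. In *E. cyaneus* 5 of 10 rose after 3 h and 8 of 9 after 24 h, and in *G. lacustris* 4 of 6 and 4 of 8. None of those measured fell in any species. The counts cover only transcripts past the count filter, and in *E. verrucosus* fewer hsp70 transcripts passed it after 24 h (8) than after 3 h (12). In a fit of all 6 groups, the fold change at LT10 in *E. verrucosus* was lower after 24 h than after 3 h for 3 of 12 hsp70 transcripts and higher for 3. The most abundant after 3 h were TRINITY_DN371471_c1_g1_i1 in *E. verrucosus*, which rose from 2.46 ± 2.76 to 2975 ± 521 CPM after 3 h (n = 4 each, log2 fold change 10.23, SE 0.89, adjusted p = 0.00183 by edgeR), TRINITY_DN510477_c2_g2_i4 in *E. cyaneus*, which rose from 2.88 ± 1.06 to 1552 ± 168 CPM (n = 4 each, 9.09, SE 0.45, adjusted p = 1.36e-04), and TRINITY_DN365602_c4_g2_i3 in *G. lacustris*, which rose from 0.965 ± 0.324 to 702 ± 328 CPM (n = 4 each, 9.50, SE 0.65, adjusted p = 0.00332). The last of these did not pass without control replicate 1 or 3 (adjusted p 0.0589 to 0.0644). In *E. cyaneus* 13 of 13 hsp70 transcripts rose after 3 h without LT10 replicate 3 and 2 or 3 without any other library. In *G. lacustris* 7 of 8 rose after 3 h without LT10 replicate 4, 2 without control replicate 2 or 4 and 0 without control replicate 1 or 3, and after 24 h 0 without any library but control replicate 3. From the families represented, the paper concludes that a variety of heat shock genes induced by high temperature exists in these amphipods.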

Other overrepresented GO were *induction by symbiont of host defense response* (GO:0044416), *entry into host cell* (GO:0030260) and *response to toxic substance* (GO:0009636). All of them included *hsp70* genes; this result most probably reflects the multifaceted functional possibilities of these proteins. The latter term also contained a glutathione S-transferase (*gst*) transcript. Different transcripts encoding glutathione S-transferases were up-regulated (more than sixty-fold) or down-regulated (approx. twenty-fold) in *E. cyaneus* in the 3-h LT10 treatment, as well as down-regulated (approx. fourteen-fold) in the 24-h LT10 treatment in *E. verrucosus*. 

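Glutathione S-transferases conjugate glutathione to electrophiles in detoxification, and single transcripts of them were higher or lower at LT10. In *E. verrucosus*, TRINITY_DN376419_c0_g2_i3 fell from 4.73 ± 3.84 (SD, n = 3) to 0.322 ± 0.218 CPM (n = 4) after 24 h, a log2 fold change of -3.67 (SE 0.70, adjusted p = 0.0123 by edgeR), and had a log2 fold change of -0.16 after 3 h (adjusted p = 0.935). In *E. cyaneus* after 3 h, TRINITY_DN493696_c0_g1_i5, similar to a Mu 7 enzyme, was at 0.117 ± 0.169 against 3.38 ± 1.63 CPM (n = 4 each). Its log2 fold change of -4.59 (SE 0.79) did not pass edgeR's test (adjusted p = 0.0541), passed DESeq2's (1.84e-05), and passed edgeR's without LT10 replicate 3 (-4.40, adjusted p = 0.0308). TRINITY_DN484746_c2_g1_i7, similar to a Mu 1 enzyme, was at 1.62 ± 1.33 against 0.0207 ± 0.0413 CPM (n = 4 each), with single reads in the controls. It lay under the count filter of edgeR and passed the test of DESeq2 (adjusted p = 0.00800).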

Among other antioxidant enzymes, a transcript presumably encoding a copper/zinc superoxide dismutase was down-regulated in 3 h and 24-h LT10 treatments in *E. verrucosus*.

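Superoxide dismutase converts superoxide to hydrogen peroxide, and its copper/zinc transcript in *E. verrucosus*, TRINITY_DN365777_c4_g1_i1, was lower at LT10 at both times. After 24 h it fell from 46.9 ± 62.0 (SD, n = 3) to 4.96 ± 0.854 CPM (n = 4), a log2 fold change of -3.21 (SE 0.85, adjusted p = 0.0415 by edgeR). After 3 h it was at 2.68 ± 1.36 against 31.0 ± 24.7 CPM (n = 4 each), and its log2 fold change of -3.54 (SE 0.88) did not pass the test (adjusted p = 0.0921). The controls were spread widely. At 24 h the call was lost without any 1 LT10 library or control replicate 1 or 3 (adjusted p 0.0502 to 0.103), with a log2 fold change of -1.14 without control replicate 3. At 3 h it was gained without control replicate 3 (-3.94, adjusted p = 0.00859).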

Effects of elevated temperature on the activities of key metabolic enzymes cytochrome C oxidases (COX), citrate synthases, lactate dehydrogenases, pyruvate kinases, 3-hydroxyacyl-CoA dehydrogenases, and glutamate dehydrogenases in amphipods have been studied earlier [18]. Thus, here we attempted to determine expression changes of the respective genes.

Among key metabolic enzymes, we searched for cytochrome C oxidases, citrate synthases, lactate dehydrogenases, pyruvate kinases, 3-hydroxyacyl-CoA dehydrogenases, and glutamate dehydrogenases. The putative *cox3* transcript was induced four-fold in *E. cyaneus* from the 24-h LT10 treatment and eight-fold and six-fold in *E. verrucosus* from the 3- and 24-h LT10 treatments, respectively. In contrast, another transcript annotated as *cox2* more than ten-fold down-regulated in *E. verrucosus* from the 24-h LT10 treatment. 

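A putative transcript of subunit 3 of cytochrome c oxidase, the last complex of the mitochondrial respiratory chain, rose in *E. verrucosus* at LT10. Its levels were low, and the controls at both times had means under 1 CPM. This transcript, TRINITY_DN280825_c0_g1_i1, rose from 0.328 ± 0.133 to 2.67 ± 0.714 CPM (SD, n = 4 each) after 3 h, 7.86-fold (log2 fold change 2.97, SE 0.34, adjusted p = 0.00447 by edgeR). After 24 h it rose from 0.624 ± 0.0979 (n = 3) to 3.84 ± 1.88 CPM (n = 4), 6.05-fold (2.60, SE 0.48, adjusted p = 0.0106). The call at 24 h was lost without control replicate 1 (adjusted p = 0.0529). The transcript of *E. cyaneus* was not analysed here, since the tables used do not name it.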

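The cox2 transcript of *E. verrucosus*, TRINITY_DN333822_c0_g1_i1, encodes another subunit of cytochrome c oxidase, and its best hit is the flatworm *Hoploplana*. It fell from 3.31 ± 0.539 (SD, n = 3) to 0.193 ± 0.255 CPM (n = 4) after 24 h at LT10, 14.3-fold (log2 fold change -3.84, SE 0.62, adjusted p = 0.00628 by edgeR). After 3 h its log2 fold change of -1.96 did not pass the test (adjusted p = 0.119), but passed without LT10 replicate 1.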

No other *cox*-related transcripts was differentially expressed in any of the studied species, even though other *cox* contigs were present in all assemblies.

The common biological processes inhibited by heat shock in both *Eulimnogammarus* species included *translation* (GO:0006412) and *translational elongation* (GO:0006414). Overrepresentation of these terms was due to genes encoding ribosomal proteins of both subunits, eukaryotic elongation factor 1 and a transcript for a potential Cu-Zn superoxide dismutase. 

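Transcripts of translation were lower at LT10 in both species. In *E. verrucosus* the 121 transcripts of the translation list, without those also on the stress list and a ribosomal protein kinase, summed to 361 ± 109 CPM (SD, n = 4) after 3 h, 2.11-fold below the controls, and 27.7 ± 20.1 CPM (n = 4) after 24 h, 25.0-fold below. The 80 such transcripts of *E. cyaneus* summed to 34.5 ± 26.4 CPM after 3 h, 12.3-fold below, and 34.1 ± 14.9 CPM after 24 h, 8.76-fold below (n = 4 each). Every LT10 library lay below every control (exact permutation test, two-sided, p = 0.0286, the smallest these numbers allow).

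By transcript, 39 of 105 fell and 2 rose in *E. verrucosus* after 3 h, and 86 of 91 fell and 2 rose after 24 h. In *E. cyaneus* 17 of 62 fell after 3 h and 20 of 32 after 24 h, and none rose. Adjusted over the list alone, 67 and 89 fell in *E. verrucosus* and 59 and 30 in *E. cyaneus*. The best hits of these transcripts lie outside the amphipods for 103 of 105 and 89 of 91 in *E. verrucosus* and for 62 of 62 and 32 of 32 in *E. cyaneus*, and whether the animal or another organism is their source was not settled here. The members that rose in *E. verrucosus* were an hsp70 transcript at both times, TRINITY_DN372133_c2_g2_i1 after 3 h, a ubiquitin transcript named after its values were seen, at 116 ± 29.2 against 20.5 ± 16.1 CPM (n = 4 each), and TRINITY_DN381384_c1_g1_i1 after 24 h. The last is similar to a kinase of ribosomal protein S6, was at 66.3 ± 61.2 (n = 4) against 8.22 ± 1.71 CPM (n = 3), and its call was lost without any 1 of 5 libraries. The study chose the list on these libraries, so the counts are not independent evidence of the direction. After 3 h in *E. verrucosus* 18 to 23 fell without LT10 replicate 2 or 4 or control replicate 1 or 2, and 51 without LT10 replicate 1. In *E. cyaneus* 44 of 79 fell after 3 h without LT10 replicate 3 and 0 to 2 without any other library, and after 24 h 39 without control replicate 4 and 10 to 13 without LT10 replicate 1, 2 or 4 or control replicate 1 or 2.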

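Ribosomal proteins form both subunits of the ribosome, and the 45 transcripts of them in *E. verrucosus* summed to 68.2 ± 30.9 CPM (SD, n = 4) after 3 h at LT10, 3.19-fold below the controls. After 24 h they summed to 6.23 ± 2.94 CPM (n = 4) against 213 ± 23.9 (n = 3), 34.2-fold below. The 25 of *E. cyaneus* summed to 6.91 ± 6.24 CPM after 3 h, 15.1-fold below, and 6.37 ± 1.96 CPM after 24 h, 11.4-fold below (n = 4 each). Elongation factors bring tRNA to the ribosome and move it along the mRNA, and 5 transcripts of them in *E. verrucosus* summed to 19.8 ± 10.1 CPM after 3 h (4.70-fold below) and 2.54 ± 2.69 CPM after 24 h (17.6-fold below; n = 4 each). Each of these groups lay below every control (exact permutation test, two-sided, p = 0.0286, the smallest possible).

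In *E. verrucosus* 13 of 40 transcripts with ribosomal protein names fell after 3 h (26 adjusted over the list alone), and after 24 h 33 of 34 fell and the kinase rose. In *E. cyaneus* 3 of 18 fell after 3 h (18 adjusted over the list alone) and 9 of 11 after 24 h. These lists were also chosen on the same libraries and are not independent evidence. The elongation factor 1-alpha transcript of *E. verrucosus*, TRINITY_DN354008_c5_g1_i4, fell from 49.0 ± 26.5 to 1.85 ± 1.61 CPM (n = 4 each) after 3 h, a log2 fold change of -4.71 (SE 0.79, adjusted p = 0.0234 by edgeR), and from 24.7 ± 7.51 (n = 3) to 2.53 ± 2.82 CPM (n = 4) after 24 h. In *E. cyaneus*, TRINITY_DN475557_c0_g1_i2 of the same factor was at 3.18 ± 3.34 against 54.6 ± 28.3 CPM after 3 h (n = 4 each, adjusted p = 0.195).

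The elongation factor call in *E. verrucosus* was lost without LT10 replicate 2, 3 or 4 or control replicate 1, 2 or 4 at 3 h (adjusted p 0.0549 to 0.0921) and without LT10 replicate 1 or 2 or any control at 24 h (0.0509 to 0.0837). The ribosomal count in *E. verrucosus* after 3 h was 6 to 8 without LT10 replicate 2 or 4 or control replicate 1, 2 or 4. In *E. cyaneus* it was 12 after 3 h without LT10 replicate 3 and 0 without any other library, and after 24 h 17 without control replicate 4 and 3 to 5 without LT10 replicate 1, 2 or 4 or control replicate 1, 2 or 3.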

The terms *inflorescence development* (GO:0010229) and *maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA)* (GO:0000462) were also overrepresented due to ribosomal protein transcripts, particularly those encoding RPL27 in the former and S8 in the latter case. The term *threonyl-tRNA aminoacylation* (GO:0006435), which was overrepresented in *E. verrucosus* and *E. cyaneus*, results from two transcripts in each case, both of which have an unannotated protein XP_001618065 from *Nematostella vectensis* Stephenson, 1935. However, more in-depth blast search revealed that only the best blast hit belong to the aforementioned coral species, while the other results are elongation factors from algae. As these transcripts might have been contaminants, we did not analyze them further.

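Of the transcripts whose best hit is the protein NEMVEDRAFT_v1g67737 of the sea anemone *Nematostella vectensis*, 5 were found in *E. cyaneus* and 4 in *E. verrucosus*. In *E. verrucosus*, TRINITY_DN379266_c3_g1_i3 fell from 13.3 ± 7.62 to 0.276 ± 0.344 CPM (SD, n = 4 each) after 3 h at LT10, a log2 fold change of -5.51 (SE 0.87, adjusted p = 0.0182 by edgeR), and TRINITY_DN379266_c3_g1_i1 from 9.94 ± 4.91 to 0.441 ± 0.619 CPM. In *E. cyaneus*, TRINITY_DN486808_c0_g3_i3 fell from 3.33 ± 1.20 to 0.123 ± 0.143 CPM after 3 h (n = 4 each, log2 fold change -4.42, SE 0.69, adjusted p = 0.0380). There, TRINITY_DN501302_c4_g2_i4 was at 0.609 ± 0.887 against 17.6 ± 10.0 CPM (n = 4 each), with an adjusted p of 0.130 by edgeR and 5.85e-05 by DESeq2. These 4 transcripts were chosen after their values were seen. The organism they come from was not analysed here.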

Some of the groups were characteristic only for one combination of species and exposure time. 

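Histone transcripts, whose proteins package DNA, were at lower levels in *E. cyaneus* at LT10. The 5 on the list summed to 16.1 ± 24.0 CPM (SD, n = 4) after 3 h against 57.3 ± 28.4 CPM (n = 4) in the controls, 3.55-fold lower (exact permutation test, two-sided, p = 0.0857). LT10 replicate 3 was at 52.1 CPM, and the other 3 LT10 libraries were at 4.15 ± 1.39 CPM (n = 3). After 24 h they summed to 4.67 ± 1.50 against 42.6 ± 25.2 CPM (n = 4 each), 9.12-fold lower (exact permutation test, p = 0.0286, the smallest possible). The study chose the histone list on these libraries, so these sums are not independent evidence of the direction. The H2A transcript TRINITY_DN489899_c3_g1_i8 was at 0.693 ± 0.862 against 27.7 ± 19.6 CPM after 3 h (n = 4 each), and its log2 fold change of -5.24 (SE 1.12) did not pass edgeR's test (adjusted p = 0.121). By transcript, 0 of 4 fell after 3 h by edgeR (3 adjusted over the list alone, 4 of 5 by DESeq2) and 2 of 4 after 24 h. Without LT10 replicate 3, 2 of 5 fell after 3 h. After 24 h 1 fell without LT10 replicate 1, 2 or 4 or control replicate 1, 2 or 3. In *E. verrucosus* the 3 histone transcripts fell after 24 h, among them TRINITY_DN354956_c1_g2_i11, similar to histone H1-delta, from 13.6 ± 4.03 (n = 3) to 1.35 ± 0.479 CPM (n = 4).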

The term *nucleosome assembly* (GO:0006334), which was characteristic only for *E. cyaneus* after 3-h exposure, was represented by several histone-encoding transcripts. The terms *protein polymerization* (GO:0051258) and *fin regeneration* (GO:0031101) were only characteristic for *E. verrucosus* after 24-h exposure to elevated temperature. They included tubulin-encoding and cathepsin-encoding transcripts, respectively. 

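Tubulin, the subunit of microtubules, and cathepsins, proteases of the lysosome and the gut, fell in *E. verrucosus* after 24 h at LT10. The 13 tubulin transcripts summed to 6.85 ± 4.84 CPM (SD, n = 4) against 116 ± 17.7 (n = 3), 16.9-fold lower, and 9 of 9 measured ones fell. The 11 cathepsin transcripts summed to 3.27 ± 2.63 (n = 4) against 102 ± 50.2 CPM (n = 3), 31.2-fold lower, and 9 of 9 fell. The tubulin alpha-1 transcript TRINITY_DN369437_c4_g9_i1 fell from 41.2 ± 8.79 to 3.03 ± 2.98 CPM, a log2 fold change of -3.73 (SE 0.72, adjusted p = 0.0128 by edgeR). The cathepsin L1 transcript TRINITY_DN373352_c1_g1_i1 fell from 58.7 ± 32.6 to 2.51 ± 2.17 CPM (-4.50, SE 0.73, adjusted p = 0.00658). Of the wider proteolysis list, 28 of 28 measured transcripts fell. These lists come from the transcripts the study called on these libraries and are not independent evidence. For both sums the exact permutation test gave p = 0.0286, the smallest possible.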

Finally, the term *chitin metabolism* (GO:0006030) indicated a lower expression of chitinases in heat-exposed *E. verrucosus*.

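The transcripts of chitinases, enzymes that degrade chitin, fell in *E. verrucosus* after 24 h at LT10. Both measured chitinase transcripts fell, and they summed to 15.5 ± 8.35 CPM (SD, n = 4) against 162 ± 68.4 (n = 3), 10.4-fold lower. The chitinase 3 transcript TRINITY_DN359369_c1_g1_i7 fell from 124 ± 52.1 (n = 3) to 12.8 ± 7.14 CPM (n = 4), a log2 fold change of -3.24 (SE 0.48, adjusted p = 0.00485 by edgeR). After 3 h it was at 24.3 ± 14.3 against 102 ± 80.8 CPM (n = 4 each), and its log2 fold change of -2.06 did not pass the test (adjusted p = 0.209).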

The top MF and CC GO terms enriched in genes down-regulated in the *Eulimnogammarus* species in response to heat shock were also connected to ribosomes and translation, such as *structural constituent of ribosome* (GO:0003735), *rRNA binding* (GO:0019843), *translation elongation factor activity* (GO:0003746), *GTPase activity* (GO:0003924), *ribosome* (GO:0005840) and *cytosolic large ribosomal subunit* (GO:0022625).

In summary, all responses common to at least two combinations of species and conditions are translation-related. Interestingly, these responses were only recorded in the Baikal *Eulimnogammarus* species, but not in the Holarctic *G. lacustris*. However, the absence of response in *G. lacustris* could be explained simply by the small number of DE transcripts (Fig. 3b). To account for this possibility, we relaxed the stringency of our filtering (at least two-fold decrease in expression with adjusted *p*-value < 0.05) and looked for transcripts annotated as potential ribosomal proteins in *G. lacustris*. Indeed, we found two transcripts annotated as L37 and L23 proteins down-regulated in *G. lacustris* after 3 h of heat shock; no difference in the amount of ribosomal protein-encoding transcripts could be detected after 24 h of heat shock in this species. Thus, the translation-related response is also possible in *G. lacustris* in these conditions but is certainly much weaker.

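At the relaxed thresholds, an adjusted p under 0.05 and a log2 fold change below -1, edgeR called 0 transcripts lower in *G. lacustris* after 3 h and 0 after 24 h at LT10. At an unadjusted p under 0.05, 316 were lower after 3 h and 1061 after 24 h. DESeq2 with length offsets called 11 and 126. Without LT10 replicate 4, edgeR called 1 lower after 3 h. The transcripts of L37 and L23, proteins of the large ribosomal subunit, are not named in the tables used and were not analysed here. The hsp70 transcript TRINITY_DN341139_c0_g1_i4 of the same libraries rose from 39.0 ± 10.1 to 518 ± 81.4 CPM (SD, n = 3 each) after 24 h, 12.9-fold (log2 fold change 3.69, SE 0.30, adjusted p = 0.0223 by edgeR). Its call was lost without any 1 of 5 libraries.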

### Genes regulated in response to cadmium

The toxic sensitivities of the examined amphipod species to cadmium were determined earlier. 

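Cadmium chloride was added to the water of the exposed animals at 6 °C, and the animals were sampled after 3 h and 24 h. Cadmium libraries were compared with the parallel controls, and the labels give 3 days of acclimation for both. There were 4 cadmium libraries per species and time, except for *G. lacustris* after 3 h with 3. They held 8720221 to 16442661 reads in *E. verrucosus* and 8734894 to 12266141 in *E. cyaneus*. In *G. lacustris* they held 7202202 to 11403617 reads after 3 h and 6216 to 10800366 after 24 h, where replicate 4 held 6216 reads in 1359 transcripts. This library is called nearly empty below. The descriptions of the 3 *G. lacustris* libraries in cadmium at 3 h give 24 h, and their titles give 3 h, which was used. The test was that described for the controls. It covered 14319 transcripts after 3 h and 14524 after 24 h in *E. verrucosus*, 14732 and 15395 in *E. cyaneus*, and 14536 and 14440 in *G. lacustris*. Transcripts of metallothioneins, which bind cadmium, were absent from the transcripts quantified in these files and were not analysed here.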

For examining the transcriptomic responses to CdCl_2_ exposure, individuals of each studied species were exposed to the species-specific LC10 (24 h) (2.9, 3.7 or 3.2 *μ*M for *E. verrucosus*, *E. cyaneus* and *G. lacustris*, respectively [19]).

By the overall number of genes all samples can be divided into two groups. 

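The hsp70 transcript TRINITY_DN510477_c2_g3_i1 of *E. cyaneus* rose from 0.915 ± 0.259 to 72.8 ± 20.5 CPM (SD, n = 4 each) after 24 h in cadmium, a log2 fold change of 6.30 (SE 0.31, adjusted p = 1.48e-04 by edgeR). It was the 1 transcript past the thresholds of the study in any species. At an adjusted p under 0.05, 24 transcripts were higher and 11 lower in *E. cyaneus* after 24 h, 18 higher and 65 lower in *E. verrucosus*, and 20 higher and 3 lower in *G. lacustris*. Without the nearly empty library, 11 were higher and 0 lower in *G. lacustris*, without cadmium replicate 1, 2 or 3 there were 0, and without control replicate 4 there were 63 higher and 7 lower. Without any 1 library there were 5 to 10 higher and 16 to 30 lower in *E. verrucosus* and 13 to 31 higher and 2 to 27 lower in *E. cyaneus*. After 3 h, 0 transcripts had an adjusted p under 0.05 in any species by edgeR.

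At an unadjusted p under 0.05 there were 1400, 699 and 500 transcripts after 3 h in *E. verrucosus*, *E. cyaneus* and *G. lacustris*, and 1596, 1077 and 524 (448 without the nearly empty library) after 24 h. DESeq2 with length offsets called at the thresholds of the study 2 higher and 0 lower after 3 h and 11 and 62 after 24 h in *E. verrucosus*, 1 and 0, then 24 and 41 in *E. cyaneus*, and 2 and 1, then 4 and 0 in *G. lacustris* (22 and 2 without the nearly empty library). In *E. verrucosus* libraries of the same replicate number varied together. With the replicate number as a block, 3 transcripts were higher and 1 lower after 3 h and 6 higher and 7 lower after 24 h at an adjusted p under 0.05. The call in *E. cyaneus* was lost without cadmium replicate 1 or control replicate 2 or 3, and 2 transcripts passed without control replicate 4.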

While *E. verrucosus* and *E. cyaneus* show a significant response after 24-h exposure (> 60 DE genes), in all the other cases the response is very subtle (< 5 DE genes; Fig. 4a; Additional file 3).

**Fig. 4:**
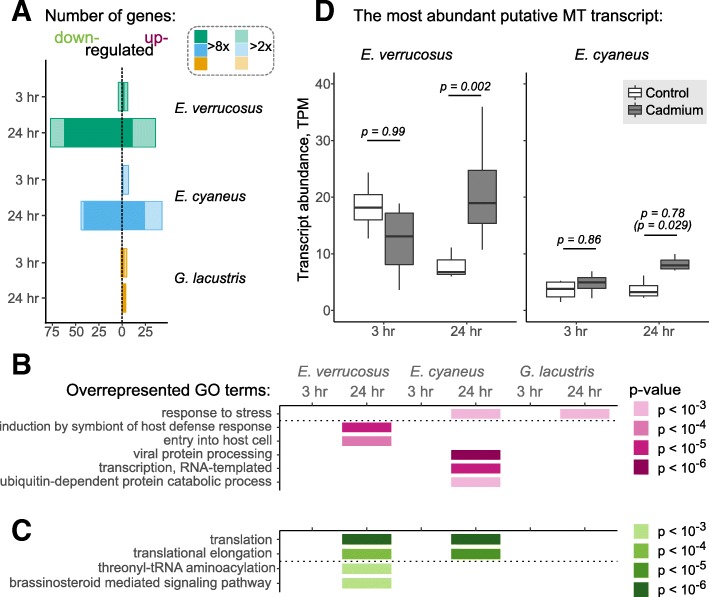
Transcriptional responses to cadmium treatment. **a**, numbers of up- and down-regulated genes in each species after 3-h and 24-h exposures to the species-specific LC10. **b**, GO terms enriched in the transcripts up-regulated under cadmium treatment. The full list of DE genes and the corresponding fold change and *p*-values are available from Additional file 3. **c**, GO terms enriched in the transcripts down-regulated under these conditions. Only GO terms enriched with a *p*-value of at most 0.001 and including at least two differentially expressed transcripts are shown. Only GO terms enriched with a *p*-value <0.001 and including at least two differentially expressed transcripts are shown. **d**, summary of expression for the two most abundant MT-like transcripts. The *p*-values shown on top of the boxplots come from the DESeq2 analysis, except for the value in parentheses calculated with the Mann-Whitney test

The diversity of overrepresented GO terms under cadmium treatment is greater and less uniform than that observed under heat shock (Fig. 4b, c, compare with Fig. 3c, d). 

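Transcripts of Hsp70 rose after 24 h in cadmium in each species. In *E. verrucosus* TRINITY_DN371471_c1_g1_i1 rose from 2.78 ± 0.211 (SD, n = 3) to 100 ± 36.6 CPM (n = 4), 36.0-fold (log2 fold change 5.17, SE 0.34, adjusted p = 0.00142 by edgeR), and in *E. cyaneus* TRINITY_DN510477_c2_g2_i4 rose from 4.56 ± 3.31 to 471 ± 111 CPM (n = 4 each), 103-fold (6.69, SE 0.54, adjusted p = 0.00208). In *G. lacustris* TRINITY_DN365602_c4_g2_i3 rose from 1.29 ± 0.716 (n = 3) to 221 ± 177 CPM (n = 4, with 0 reads in the nearly empty library; 7.56, SE 1.04, adjusted p = 0.0291). Other chaperones rose in *E. cyaneus*, where the hsp90 transcript TRINITY_DN484470_c2_g1_i2 reached 98.4 ± 37.5 CPM (log2 fold change 5.35, SE 0.41, adjusted p = 0.00170) and the dnaJ transcript TRINITY_DN482256_c0_g2_i1 rose from 34.1 ± 6.33 to 187 ± 30.6 CPM (n = 4 each). In *E. verrucosus* the hsp90 transcript TRINITY_DN360868_c0_g2_i1 was at 23.0 ± 14.3 (n = 4) against 33.6 ± 7.92 CPM (n = 3) and did not pass the test (log2 fold change -0.55, adjusted p = 0.679), while the dnaJ transcript TRINITY_DN347774_c0_g1_i1 rose from 28.2 ± 5.61 (n = 3) to 73.1 ± 10.1 CPM (n = 4; 1.38, SE 0.20, adjusted p = 0.0314), a call lost without any 1 library (adjusted p 0.0624 to 0.142) and with the replicate block (0.122).

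The hsp70 list rose in 4 of 11 measured members in *E. verrucosus* (6 adjusted over the list alone), 7 of 13 in *E. cyaneus* (12) and 7 of 8 in *G. lacustris*. The stress list summed to 596 ± 74.2 CPM in *E. verrucosus* (1.58-fold the controls) and 1100 ± 178 CPM in *E. cyaneus* (7.12-fold, n = 4 each). For both, the exact permutation test, two-sided, gave p = 0.0286, the smallest possible. It took no account of the pairing by replicate number in *E. verrucosus*. In *G. lacustris* the list summed to 603 ± 424 CPM (n = 4, p = 0.114 by the same exact test) and to 777 ± 298 CPM (n = 3) without the nearly empty library. After 3 h it was at 402 ± 57.6 CPM (n = 4) in *E. verrucosus*, 206 ± 37.4 CPM in *E. cyaneus* (n = 4, against 153 ± 16.0 in 4 controls, p = 0.0571 by the same exact test) and 150 ± 12.7 CPM (n = 3) in *G. lacustris*. The lists were chosen by the study on these libraries and are not independent evidence. In *E. verrucosus* 2 hsp70 transcripts rose without control replicate 1 and 2 with the replicate block. In *G. lacustris* 5 of 8 rose without the nearly empty library and 0 without cadmium replicate 1, 2 or 3, and the transcript named was not called without any 1 of 5 libraries (adjusted p 0.0557 to 0.151).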

The only common GO term enriched in the genes up-regulated under cadmium treatment is the *response to stress* (GO:0006950), which includes mostly the transcripts annotated as putative 70 kDa heat shock protein family members (Additional file 4). In addition, in the case of *E. cyaneus* this group also includes a polyubiquitin-C. The remaining terms unique for *E. cyaneus* were also based on ubiquitin-related degradation and included various transcripts potentially encoding polyubiquitin-C, as well as those encoding ubiquitin ligase-like proteins. 

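Ubiquitin marks proteins for degradation by the proteasome, and its transcripts were higher in *E. cyaneus* in cadmium. The 10 on the ubiquitin list summed to 135 ± 39.5 CPM (SD, n = 4) after 24 h against 16.6 ± 11.9 (n = 4), 8.13-fold higher. The 4 polyubiquitin transcripts among them were at 50.0 ± 21.7 against 10.2 ± 3.14 CPM after 3 h (4.89-fold) and 74.0 ± 24.0 against 6.90 ± 3.23 CPM after 24 h (10.7-fold; n = 4 each). Each sum lay above every control (exact permutation test, two-sided, p = 0.0286, the smallest possible).

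After 24 h 7 of 9 measured transcripts of the ubiquitin list rose, among them 3 of 4 of polyubiquitin and 3 of 4 similar to ubiquitin ligases. Adjusted over the list alone, 8 rose and 1 fell. TRINITY_DN475765_c3_g1_i6, similar to the ubiquitin-conjugating enzyme effete, rose from 0.980 ± 0.431 to 15.7 ± 6.99 CPM (n = 4 each), a log2 fold change of 3.98 (SE 0.47, adjusted p = 0.0127 by edgeR). The polyubiquitin-C transcript TRINITY_DN502393_c2_g3_i2 was at 36.0 ± 17.8 against 3.36 ± 1.91 CPM (n = 4 each) and did not pass the test (3.43, SE 0.54, adjusted p = 0.0559). The study chose this list on the same libraries, so the count is not independent evidence. It was 1 without control replicate 2 or 3 and 3 or 4 without cadmium replicate 1, 3 or 4 or control replicate 1 or 4. The polyubiquitin count was 1 without cadmium replicate 1, 3 or 4 or control replicate 2, 3 or 4, and that of the ligases 0 without control replicate 2 or 3 and 1 without cadmium replicate 3. The effete transcript was not called without cadmium replicate 3 or control replicate 2 or 3 (adjusted p 0.0541 to 0.0906).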

The terms unique for *E. verrucosus*, namely *induction by symbiont of host defense response* (GO:0044416) and *entry into host cell* (GO:0030260), united the same *hsp70* transcripts as in response to high temperature. 

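TRINITY_DN486081_c1_g1_i5 of *E. cyaneus*, similar to a glutathione S-transferase A2, was at 6.72 ± 2.27 against 0.475 ± 0.363 CPM (SD, n = 4 each) after 3 h in cadmium, 13.0-fold higher. Its log2 fold change of 3.70 (SE 0.47) did not pass edgeR's test (adjusted p = 0.364) and passed that of DESeq2 (3.76, adjusted p = 1.25e-08). Enzymes of this family conjugate glutathione to electrophiles.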

The only transcript encoding an antioxidant enzyme and up-regulated under this treatment was a glutathione S-transferase transcript in *E. cyaneus* after 3-h treatment.

Heavy metals are bound by specific proteins, metallothioneins [20]. Metallothionein (MT)-encoding sequences have been reported from the genome and transcriptome of *Hyalella azteca* Saussure, 1858 [21] an the transcriptome of another amphipod species, *Grandidierella japonica* Stephensen, 1938 [22]; the abundance of these sequences was approximately two-fold higher in response to zinc exposure ([21, 22]) and even 16-fold higher in response to cadmium exposure ([21]). Therefore, we looked for transcripts that potentially encoded MT in our full datasets and found from 3 (in *G. lacustris*) to 13 (in *E. cyaneus*) such transcripts in our assemblies (Additional file 6). However, none of the transcripts was differentially expressed according to our standards, even though the majority of transcripts in Baikal species had higher median abundance values under cadmium treatment (Additional file 1; Fig. 4d). Moreover, most of the transcripts had low expression: only six transcripts in *E. cyaneus*, one transcript in *E. verrucosus* and no transcripts in *G. lacustris* had abundance higher than one transcript per million (Additional file 1: Figure S3). Expression levels of the two most abundant transcripts are shown in Fig. 4d. The predicted protein sequences encoded by these transcripts are identical, and the most similar sequence in the NCBI nr database turned out to be the MT of a deep-sea vent brachyuran crab *Allograea tomentosa* Guinot, Hurtado & Vrijenhoek, 2002. The sequence of *A. tomentosa* was only 53% identical to those of *Eulimnogammarus* sp., but all the Cys residues were conserved within the three proteins (Additional file 1: Figure S3), suggesting that these transcripts indeed encode metallothionein-like proteins. These transcripts were not differentially expressed under cadmium treatment according to our criteria. The fold change was not consistent between the two time points, and while the expression change observed in *E. verrucosus* upon 24-h treatment had an associated *p*-value of 0.002, in *E. cyaneus* it was 0.78, even though independent testing of these values without correction for multiple testing would return a *p*-value of 0.029. Thus, the questions of specificity of the putative products of these transcripts and regulation of their expression in response to heavy metals remain open.

The GO terms overrepresented among down-regulated genes were mostly the same as featured in the response to elevated temperature (Fig. 3d), even though the diversity was lower (Fig. 4c), and included the same genes (Additional file 4). 

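Transcripts of translation were lower after 24 h in cadmium, as at LT10. In *E. verrucosus* those of the list without stress members summed to 291 ± 36.5 CPM (SD, n = 4), 2.38-fold below the controls, and the ribosomal proteins to 55.7 ± 21.7 CPM (n = 4), 3.83-fold below. The translation transcripts of *E. cyaneus* summed to 86.0 ± 29.7 CPM (3.47-fold below, exact permutation test, p = 0.0571) and the ribosomal proteins to 17.0 ± 9.63 CPM (4.26-fold below; n = 4 each). Of the translation list in *E. verrucosus*, 25 of 114 measured transcripts fell and 1 rose (55 and 5 adjusted over the list alone), and in *E. cyaneus* 7 of 47 fell (31 adjusted over the list alone) and 3 of polyubiquitin rose. The tubulin alpha-1 transcript TRINITY_DN369437_c4_g9_i1 of *E. verrucosus* fell from 40.1 ± 9.12 (n = 3) to 1.53 ± 1.19 CPM (n = 4), a log2 fold change of -4.69 (SE 0.55, adjusted p = 0.0160 by edgeR).

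Of the transcripts that fell at an adjusted p under 0.05, 55 in *E. verrucosus* fell in both treatments, out of 1079 at LT10 and 64 in cadmium among those tested in both, where independent lists would share 5.24. This holds for the fit without a block and with all libraries, since 7 fell in cadmium with the replicate block and 16 to 30 without any 1 library. In *E. cyaneus* 5 were shared out of 303 and 11, where independent lists would share 0.235. Part of the excess may come from the controls that both treatments share. The lists were chosen on the same libraries and are not independent evidence. In *E. verrucosus* 6 to 15 of the translation list fell without any 1 library and 4 with the replicate block, and the tubulin call was lost without cadmium replicate 4 or control replicate 1 or 2 (adjusted p 0.0527 to 0.0684) and with the block. In *E. cyaneus* 1 to 3 fell without any 1 cadmium library, 2 without control replicate 3 and 13 without control replicate 4.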

The term *brassinosteroid mediated signaling pathway* (GO:0009742) included two 14-3-3 protein transcripts.

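The 14-3-3 proteins bind phosphorylated proteins in signalling. After 24 h in cadmium their 14 transcripts in *E. verrucosus* summed to 17.5 ± 7.32 CPM (SD, n = 4) against 62.3 ± 3.49 (n = 3), 3.56-fold lower (exact permutation test, two-sided, p = 0.0286, the smallest possible, without regard to the pairing by replicate number). At LT10 they summed to 2.67 ± 1.10 CPM (n = 4), 23.3-fold lower, and 12 of 12 measured fell. In cadmium 1 of 13 fell by edgeR, 9 adjusted over the list alone and 8 by DESeq2, with 0 under the replicate block and 2 without cadmium replicate 2. The list was chosen by the study on these libraries and is not independent evidence. In *E. cyaneus* the 12 transcripts of these proteins were at 18.0 ± 7.50 against 40.0 ± 29.2 CPM (n = 4 each; exact permutation test, p = 0.229), and 0 of 11 fell by edgeR (4 adjusted over the list alone, 4 by DESeq2, 1 by edgeR without control replicate 1).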

### Comparison between transcripts responding to temperature and cadmium

We subjected the animals to two stressors and used GO terms to compare responses between different species. However, tracing reaction of individual transcripts rather than GO terms comparison between their responses would tell us if the same cellular stress response systems control them—or there were condition-specific DE transcripts associated with the same GO term. To test these hypotheses, we built scatterplots for all genes that were differentially expressed in response to at least one of the treatments after 24-h exposure (Fig. 5) and also fitted linear regression models to describe common tendencies. The regression lines are closer to the horizontal axis, thus showing that the response to elevated temperature is generally more pronounced than the response to cadmium treatment (Fig. 5), especially in the case of *E. verrucosus*. This result was corroborated by comparison of the numbers of DE genes (see above).

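By the sign of the log2 fold change alone, most translation transcripts tested in both treatments after 24 h were lower than in the controls both at LT10 and in cadmium. Most of the stress list tested in both were higher in both. These signs were counted whether or not a transcript passed the test. In *E. verrucosus* 82 of 90 translation transcripts had log2 fold changes below 0 in both treatments, and 16 of 25 of the stress list were above 0 in both. In *E. cyaneus* these were 28 of 30 and 13 of 18. No number expected without an effect is set against these counts, which shared controls and the choice of the lists on these libraries favour. Over the 33 transcripts of *E. verrucosus* that passed the thresholds of the study in either treatment after 24 h, the slope of the cadmium on the LT10 log2 fold change was 0.208 (SE 0.041, r = 0.669 across transcripts, which are not independent replicates). These 33 were called at LT10 and not in cadmium, and such a choice by itself favours smaller values in cadmium. In *E. cyaneus* the slope was 0.681 (SE 0.023) over 7 transcripts, with r = 0.997. Of these, 6 were higher at LT10, all of them hsp70, hsp90 or dnaJ transcripts, and 1 was lower (log2 fold change -8.75). The fit thus rests on chaperones at one end and 1 transcript at the other. In *G. lacustris* no transcript passed, and the slope over the 17 transcripts of the supplementary table of the study was 0.791 (0.817 without the nearly empty library, and 0.485 and 0.542 over 10 of them without cadmium replicate 2 or 3).

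Both treatments were compared with the same controls, which correlates their fold changes with no effect at all. In simulated groups without any effect against these controls, the mean slope was 0.614 in *E. verrucosus* and 0.356 in *E. cyaneus*, and 0.449 in *G. lacustris* over transcripts of the supplementary table, with a median of 30, 5 and 9 transcripts fitted. The observed covariance was 7.63 in *E. verrucosus*, against 0.079 in the simulation, and 29.0 in *E. cyaneus* against 0.115, and with the controls of *E. cyaneus* split between the treatments the slope over the same 7 transcripts was 0.642. Without LT10 replicate 3, the slope of *E. verrucosus* was 0.384, and without control replicate 1 no transcript passed. Over the transcripts of the supplementary table the slopes were 0.233 (352 transcripts) in *E. verrucosus* and 0.604 (76) in *E. cyaneus*. From the regression lines lying closer to the axis of temperature, the paper concludes that the response to high temperature was more pronounced than the response to cadmium, above all in *E. verrucosus*.

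**Figure D2:**
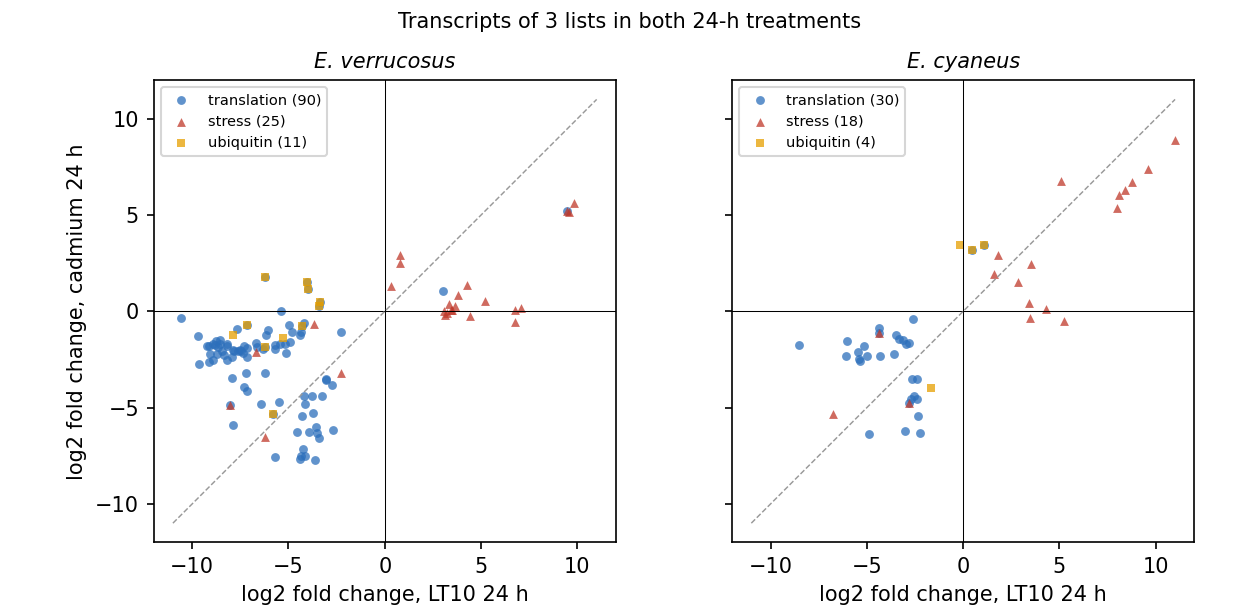
Log2 fold change after 24 h at LT10 (horizontal axis) and in cadmium (vertical axis) for transcripts of the translation, stress and ubiquitin lists of *E. verrucosus* and *E. cyaneus*, with a point per transcript and a dashed line where both are equal. In *E. verrucosus* 82 of 90 translation transcripts lie below 0 on both axes.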

**Fig. 5:**
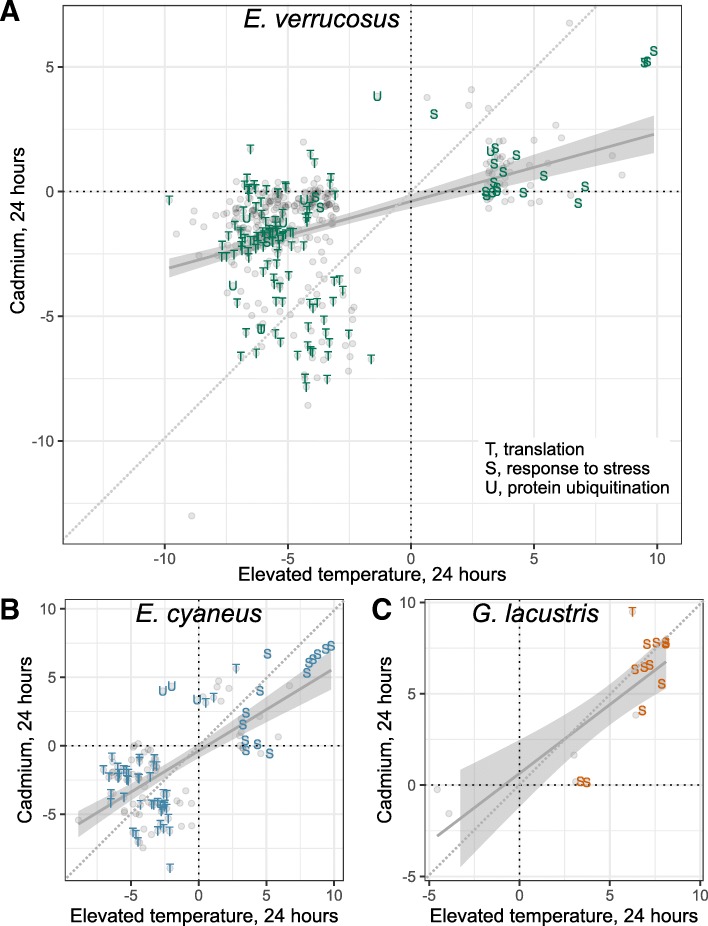
Comparison of differentially expressed genes between heat shock and heavy metal stress. Each point corresponds to a gene which was differentially expressed in at least one of the conditions indicated along the axes. Along each axis are log_2_ fold changes relative to the control group. T, translation-related; S, response to stress or response to heat; U, ubiquitin-proteasome-related system; P, proteolysis. Shown are automatically fitted linear regression models

Moreover, there were temperature-specific stress response transcripts in each species (those labeled with *S* and being close to zero on the vertical axis but positive on the horizontal axis). Furthermore, while some translation-related transcripts in *E. verrucosus* reacted equally well to temperature and cadmium, some others only reacted to temperature. 

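The hsp90, hsp60 and small heat shock protein transcripts of *E. verrucosus* were higher at LT10 than in cadmium after 24 h. In a fit of all 6 groups that compares the treatments directly, their log2 differences were 7.28, 3.04 and 6.64 at an adjusted p under 0.05 by edgeR. Of the stress list, 19 of 38 transcripts were higher at LT10 than in cadmium and 9 were lower in *E. verrucosus*. In *E. cyaneus* 10 of 31 were higher and 1 lower, including both of hsp90 and 3 of 3 small heat shock proteins, and in *G. lacustris* 2 of 12 were higher and 0 lower. Adjusted over the list alone, 19, 18 and 5 were higher. The study chose the list on these libraries, so the counts are not independent evidence. Over all transcripts at the thresholds of the study, 34 were higher and 133 lower at LT10 than in cadmium in *E. verrucosus* and 6 and 5 in *E. cyaneus*. Together these were 90 to 109 in *E. verrucosus* without any 1 LT10 library or cadmium replicate 1 or 2 at 24 h, and 7 in *E. cyaneus* without LT10 replicate 4 or cadmium replicate 3 at 24 h. In *G. lacustris* edgeR called 0, with 1648 at an unadjusted p under 0.05 and 4 by DESeq2. Without LT10 replicate 3 at 3 h in the fit, 10 were higher and 8 lower in *E. cyaneus*, and without LT10 replicate 4 and cadmium replicate 3 at 3 h and the nearly empty library 4 and 1 in *G. lacustris*.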

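Of the 124 transcripts of the translation list in *E. verrucosus*, 82 were lower at LT10 than in cadmium after 24 h and 6 were higher in the direct comparison by edgeR at an adjusted p under 0.05 (86 and 11 adjusted over the list alone). Ribosomal proteins made up 34 of those lower, and 4 of 5 elongation factor transcripts were among them. Against the controls, the elongation factors summed to 15.6 ± 9.36 CPM in cadmium (SD, n = 4), 2.85-fold lower. The elongation factor 1-alpha transcript TRINITY_DN354008_c5_g1_i4 fell in cadmium as well, from 24.0 ± 6.81 (n = 3) to 1.11 ± 1.21 CPM (n = 4), a log2 fold change of -4.41 (SE 0.71, adjusted p = 0.0490 by edgeR). Its call was lost with the replicate block (adjusted p = 0.174), with RLE scaling and without any 1 of 6 libraries. The list was chosen on the same libraries and is not independent evidence. In *E. cyaneus* 11 of 81 were lower and 0 higher (32 and 3 adjusted over the list alone).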

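Ubiquitin transcripts were higher in cadmium than at LT10 after 24 h in both *Eulimnogammarus* species. In the direct comparison by edgeR, 14 of 17 transcripts of the ubiquitin list in *E. verrucosus* were lower at LT10 than in cadmium and 0 higher, with 8 of 9 of polyubiquitin among them. In *E. cyaneus* 6 of 10 were lower and 0 higher (8 and 1 adjusted over the list alone). The list summed in *E. verrucosus* to 7.10 ± 2.58 CPM at LT10 (SD, n = 4) and 145 ± 37.2 CPM in cadmium (n = 4), against 115 ± 53.8 CPM (n = 3) in the controls. The increase in cadmium over the controls, 1.27-fold, was within the spread (exact permutation test, two-sided, p = 0.429), and the decrease at LT10 was 16.1-fold (p = 0.0286 by the same exact test, the smallest possible). The list of *E. cyaneus* was at 11.8 ± 2.90 CPM at LT10 (n = 4; exact permutation test against the controls, p = 0.629). After 3 h it was at 223 ± 112 CPM in cadmium in *E. verrucosus* against 82.8 ± 23.8 in the controls (n = 4 each; exact permutation test, p = 0.0571). There the polyubiquitin transcript TRINITY_DN356183_c5_g1_i4 was at 54.2 ± 31.2 against 12.9 ± 5.22 CPM and passed with the replicate block (log2 fold change 1.98, adjusted p = 0.0476) and not without it (adjusted p = 0.465). The study chose the list on these libraries, so the counts are not independent evidence.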

Interestingly, in the two *Eulimnogammarus* species there were cadmium-specific ubiquitin-proteasome system components (Fig. 5a, b; Additional file 5).

## Discussion

In this work, we compared the transcriptomic stress responses in three amphipod species; two, *E. verrucosus* and *E. cyaneus*, are endemic to Lake Baikal, while *G. lacustris* occurs in the Holarctic and can be regarded a potential invader species to Baikal. Animals were either kept in the conditions simulating those of the Baikal littoral (control), subjected to the temperature stress (LT10) or chemical stress (LC10 CdCl_2_). This experimental setup allowed us to compare different species, as well as responses to different stressors.

### Transcriptional profiles clearly distinguish species

To compare transcriptional profiles between species, we analyzed interspecies differences in the control samples. As the species have quite different transcript sequences, the results of this comparison were noisy. Nevertheless, some results were robust (Fig. 2). We were able to conclude that *E. verrucosus* has the highest expression activity of translation-related genes. This may reflect intrinsic characteristics of protein synthesis in each species but may also be related to the exposure conditions, as the temperature was comparatively close to the optimal for *E. verrucosus* and most distant from the optimal or preferred for *G. lacustris* [15, 16].

The non-Baikal species *G. lacustris* also had other hallmarks in its transcription profile. It had higher expression of transcripts encoding RNA-directed DNA polymerases from various mobile elements, including Ty3-like and jockey-like (Additional file 2) compared to *E. verrucosus*. As we did not have control samples of *G. lacustris* from its native habitat, we cannot tell if the increased transposon activity is characteristic for the species or is triggered by the acclimation conditions and can only speak about differences between *G. lacustris* and *E. verrucosus* acclimated to the same conditions. We are not aware of studies exploring the differential expression of transposable elements in amphipods, but such analysis has been performed for an insect, *Locusta migratoria* ssp., and revealed changes between life stages [23], but we only studied the adult form. Thus, the interspecies difference in transposon activity can hardly be interpreted with the available data and at the current level of knowledge, but it can provide hypotheses to test in further research.

Another characteristic feature of *G. lacustris* was over-expression of protease- and chitin catabolism-related transcripts (Additional file 2). The expression of chitinase genes in crustaceans generally peaks at pre-molt stages [24]. This result might indicate induction of molting in *G. lacustris*, which may have been triggered by acclimation conditions.

At the same time, transcripts related to oxidation-reduction processes were characterized by higher expression in *E. cyaneus* than in *G. lacustris*, while expression of this group of transcripts in *E. verrucosus* is supposedly intermediate, as it was not significantly different from either species. According to routine oxygen consumption measurements [25], *E. verrucosus* had the lowest metabolic rate, while these values for the other species were comparable. A possible explanation for this discrepancy between the physiological measurements and transcriptional profiles could be that *G. lacustris* uses additional energy for pre-molting processes, as signified by higher expression of protease-related and chitin metabolism-related genes.

### Transcriptional stress response has both species- and stressor-specific features

All species showed clear stress response, and this response (assessed as the number of DE genes) was least pronounced in *G. lacustris*, intermediate in *E. cyaneus* and most prominent in *E. verrucosus*. Moreover, the response to cadmium treatment was generally weaker than the response to the elevated temperature (compare Fig. 3b with Fig. 4a). We did not find specific molecular adaptations to these stressors that would differ between Baikal endemics and the generalist species *G. lacustris*, even though we cannot exclude the possibility that some specific transcripts not annotated so far could create such a difference.

Exposure of the species to two different stressors clearly reveals similar response in the two Baikal species, which comprised increased expression of known stress response transcripts, mostly those encoding molecular chaperones, and decreased expression of translation-related transcripts, mostly those encoding ribosomal proteins (Figs. 3 and 4). The heat shock factor (Hsf) is traditionally viewed as the master transcriptional regulator of heat shock response [26], even though newer data suggest not only that Hsf1 may regulate other genes but also that not all heat stress-responsive genes are regulated by Hsf1 [27]. Arthropod species have only one gene encoding this protein, and the activity of Hsf1 is primarily regulated at the post-transcriptional level by oligomerization and phosphorylation [28]. Our data are consistent with this notion: each of the transcriptomes contained transcripts with best hits annotated as Hsf1 in other arthropod species, but none of them were differentially expressed. As we had only mRNA sequences but not the corresponding genomic DNA sequences at our disposal, we could not directly assess the correlation between changes in gene expression and presence of putative Hsf1 binding sites in the promoters. Further analysis based on genomic data might shed more light onto the mechanism behind stress-induced changes in gene expression.

Inhibition of translation is a well-known cellular-level response to multiple stressors. This pathway is mediated by phosphorylation of eukaryotic translation initiation factor 2 *α*, and among the downstream targets of this protein is the transcription factor Atf4 [29], which can in turn activate the synthesis of some inhibitor of ribosomal protein gene expression. The shutdown of ribosomal protein gene transcription under stress in the yeast *Saccharomyces cerevisiae* Meyen ex E.C. Hansen, 1883 is a long-known phenomenon [30] explained by target of rapamycin (TOR) kinase complex-mediated action of multiple regulators of transcription [31]. This pathway has not been studied in detail in invertebrates, but there are examples of decreased transcription of ribosomal genes in response to temperature stress in insects [32], corals [33], or *Daphnia pulex* Leydig, 1860 [34]. This response can also be mediated via the TOR kinase, but its universality and the mechanism need additional research.

In this work, we subjected the animals to two different stressors but found that gene expression changes are quite similar (Fig. 5). This result allows us to conclude that Baikal amphipods have intact stress response systems, which reacted to either stressor. However, changes in the expression of some transcripts were stressor-specific. The existence of heat-shock specific *hsp* transcripts might mean that there is more than one system regulating the transcription of these genes. At the same time, some ubiquitin-proteasome-related transcripts were only induced by cadmium treatment but did not react to temperature, also suggesting the existence of a specific mechanism activated by this heavy metal. In addition, we found some metallothionein-related transcripts but did not find clear induction in response to the treatment. The specificity of induction conditions and diversity of these genes also require additional investigation.

The Holarctic species *G. lacustris* shows a similar *hsp* response as the Baikal species, but the overall amplitude of expression changes is lower, and translation-related response is also much weaker, even though the treatments caused the same organismal-level adverse effect (10% lethality) for all investigated species. However, prior to these experiments the *G. lacustris* individuals were acclimated under the conditions of Lake Baikal, i.e. a temperature of 6 ^∘^ C and in Baikal water. It is possible that the animals already experienced inhibition of ribosomal protein gene expression, and we did not see any response because further down-regulation was not possible. Alternatively, it is possible that the observed characteristics of the transcription profile are inherent for these species. As we did not have a pre-acclimation control or control acclimated in the water from *G. lacustris* habitat, we could not directly test these hypotheses. Taken together with the results of the interspecies comparison, these results nevertheless allow us to suggest that inhibition of ribosomal protein gene expression is associated with stress response and that gene expression in *G. lacustris* is already perturbed by acclimation to the conditions of Lake Baikal littoral. Thus, it is possible that the adaptation potential of the former species is not much wider than for Baikal endemics: even though *G. lacustris* inhabits water bodies with cold water, it is possible that under Baikal conditions it survives for some time but is not fully adapted to them, and thus cannot invade the Lake Baikal littoral in its current state.

## Conclusions

Here we studied the transcriptomic responses of two endemic Baikal amphipod species and a Holarctic species to two proteotoxic stressors, elevated temperature and heavy metal (cadmium) exposure, at species-specific 10% mortality levels, in comparison to the control conditions matching the conditions of Lake Baikal littoral. The results indicate that both Baikal species possess intact stress response systems and respond to the stressors with similar changes in their transcription profiles, while the Holarctic species *G. lacustris* has a less prominent response to both stressors. This result might be explained if Baikal species have specific metabolic adaptations to low temperatures and water composition, while the Holarctic species is not fully adapted to the current conditions of Lake Baikal littoral, and its transcriptome is already perturbed by acclimation.

## Materials and methods

### Animals and experiments

*Eulimnogammarus verrucosus* (Gerstfeldt, 1858) and *Eulimnogammarus cyaneus* (Dybowsky, 1874) are amphipod species endemic to Lake Baikal. *Gammarus lacustris* Sars, 1863 inhabits various water bodies throughout the Northern hemisphere [8]. Amphipods were collected in August 2013 with a hand net at depths of 0.5–1.5 m. *Eulimnogammarus* sp. individuals were collected in the Baikal littoral near the Bolshie Koty village (south-west coast of Baikal, 51 ^∘^ 54’11.67”N 105 ^∘^ 4’7.61”E); water temperature at sampling varied within 12–16 ^∘^ C. *G. lacustris* individuals were collected in Lake 14 in the vicinity of Bolshie Koty (51 ^∘^ 55’14.39”N, 105 ^∘^ 4’19.48” E); the temperature at sampling varied within 10–12 ^∘^ C. All animals were pre-acclimated for one week at 6±1 ^∘^ C in well-aerated Baikal water. During acclimation, the amphipods were fed ad libitum with dried and ground invertebrates and algae from the Baikal littoral; water was exchanged every three to four days. No mortality was observed during acclimation.

The lethal temperatures were determined by incubating ten individuals of each species, sampled at the same time, in thermally insulated aquaria with well aerated Baikal water at a temperature range from 20 to 29 ^∘^ C with one-degree increment. Three independent replicates, i.e. aquaria containing ten individuals, were used for each species and temperature, except for the two cases of extreme temperatures (*E. verrucosus*) at 27 ^∘^ C and *G. lacustris* at 28 ^∘^ C with two replicates each. The lethality was recorded after 24 h, and the regression analysis was carried out in GraphPad Prism 7.0a with the Weibull model. LT10 values were calculated according to the regression mortality curve for each species.

Parallel controls were kept at 6 ^∘^ C (acclimation temperature) in clean Baikal water. Experimental individuals were exposed at the calculated 24-h LT10 temperatures or in water with either of tested substances. These substances included CdCl_2_ in the final (nominal) concentration of 2.9, 3.7, or 3.2 *μ*M, which corresponded to 24-h LC10 [19], acetone (0.1*%*) or phenanthrene (1 mg/L, dissolved in acetone; final concentration of acetone 0.1%). After 3 or 24 h of exposure, as indicated, the animals were quickly frozen in liquid nitrogen. In addition, groups of animals were kept at constantly rising temperature (0.8 ^∘^ C/day) from 6 to 24.4 ^∘^ C and frozen at 12.4, 18, and 24.4 ^∘^ C with parallel control groups kept at 6 ^∘^ C under the whole time of the experiment. The results of acetone, phenanthrene, and constantly rising temperature exposures were used to obtain de novo transcriptome assemblies, but differential expression analysis was not presented in the current study. Three to four biological replicates (animals from different aquaria) were analyzed for each species and condition combination (control, LT10 or cadmium treatment).

In addition, the water after 24-h Cd treatment was preserved by freezing (−20 ^∘^ C), and the amount of Cd in the water was later measured by inductively coupled plasma mass spectrometry using an Agilent 7700 mass spectrometer (Agilent Technologies) in two replicates for each species. The average concentration of Cd measured at the end of the exposure was never below 75% of the nominal concentration in the beginning of the exposure (2.2 *vs.* 2.9, 3.1 *vs.* 3.7, and 2.5 *vs.* 3.2 *μ*M for the measured and nominal concentrations for *E. verrucosus*, *E. cyaneus* and *G. lacustris*, respectively).

### RNA extraction, library preparation, and next-generation sequencing

Total RNA for sequencing was extracted from single individuals of *E. verrucosus*, a pool of four to five individuals in the case of *E. cyaneus* (up to 700 mg) or pools of three individuals of *G. lacustris*. Frozen amphipods were homogenized in 1 ml of Qiazol Reagent (Qiagen) using an MM400 homogenizer (Retsch). RNA isolation from the aqueous phases was performed using a Qiacube (Qiagen) with the miRNeasy kit (Qiagen), and mRNA enrichment was performed with the Oligotex mRNA Mini Kit (Qiagen). RNA quality control was performed with the RNA 6000 Nano Kit on an Agilent Bioanalyzer 2100. mRNA libraries were prepared with the ScriptSeq^TM^ v2 RNA-Seq Library Preparation Kit (Epicentre, # SSV21124) and sequenced with Illumina HiSeq2000 (48 samples per flow cell). Raw sequencing data are available from NCBI under the Bioproject accession PRJNA505233.

### Read quality control and de novo transcriptome assembly

Quality control for the reads was performed with fastQC [35] v0.11.5, and results were summarized with MultiQC [36] v1.2. Illumina universal adapter sequence was found at the end of up to 10–20% sequences, probably because the insert was below the expected length. These adapter sequences were trimmed with trim_galore [37] v0.4.1. Moreover, up to approximately 27% of the forward reads and approximately 20% of the reverse reads were assigned to overrepresented sequences. These sequences were analyzed with the NCBI BLAST web interface [38] and assigned to ribosomal RNA sequences. To filter out these sequences, a custom database of rRNA sequences of gammarid amphipods Additional file 7 was created. All reads were aligned to this database with bowtie2 [39] v2.1.0 with the –very-sensitive-local parameter enabled, and the clean reads (e.g., those not aligned to any ribosomal RNA sequence) were dumped into new files with the –un-conc-gz option. At the next step, the clean reads were subjected to read error correction with RCorrector [40] (cloned from Github on Dec 18, 2017). Finally, de novo transcriptome assembly was performed with Trinity [41] v2.4.0 with the –SS_lib_type FR parameter enabled to utilize the strand specificity of the libraries.

Technical characteristics of the assemblies are shown in Additional file 1: Table S1. These assemblies will be referred to with the first letter of the genus, two letters of the species name, conditions used and all (e.g., EveBCdTP1_all).

### Assembly quality control, annotation, and filtering

Quality control of the assemblies was performed with TransRate [42] v1.0.3. Assembly completeness was estimated with BUSCO [13] v3.0.2.

Each transcript was annotated with the blastx analog of the accelerated blastp-like program diamond [43] v0.9.10.111 against the NCBI non-redundant protein sequence database of Oct 10 2017. It allowed us to assign the best protein hit for transcripts (contigs) and also provide taxonomic assignations based on this best hit. Then, redundant sequences were removed with the Evidentialgene pipeline [44], and only the contigs with the best diamond hit to a sequence belonging to a metazoan species were selected. This reduced data set was labeled with ani (e.g., EveBCdTP1_ani; Fig. 1a) and served as references for mapping reads in the differential expression analysis.

Additional annotation, including GO terms mapping with Blast2GO [45], was performed with the FunctionAnnotator web server [46].

### Differential expression

Transcript quantification was performed with salmon [47] v0.9.1, and subsequent analysis was performed with DESeq2 [48] v1.14.1 and tximport [49] v1.2.0 packages for R [50]. The *p*-values were adjusted according to the Benjamini and Hochberg procedure [51], which is the default option in DESeq2 [48]. Only transcripts with the adjusted *p*-value below 0.001 and the absolute logarithm of fold change above 3 (i.e., 8-fold difference) were considered differentially expressed unless stated otherwise. GO term overrepresentation analysis was implemented with the topGO package [52] v2.34.0 for R. In-house R scripts for data analysis are available at github, see [53].

## Additional files

Additional file 1 Table S1: Characteristics of the assembly.
Text S1: Checks for mislabeled samples.
Figure S2: Transcripts of glutathione S transferase gene family.
Figure S3: Putative metallothionein (MT) transcripts.

Additional file 2 GO terms overrepresented in transcripts that were differentially expressed between species. Terms that are robust regardless of the assembly used as a reference are shown in bold. Annotated: the number of transcripts annotated with the corresponding GO term. Significant: the observed number of DE transcripts annotated with the corresponding GO term. Expected: the expected number of DE transcripts.

Additional file 3 List of transcripts that were differentially expressed in response to elevated temperature or cadmium.

Additional file 4 GO terms overrepresented in transcripts that were differentially expressed in response to elevated temperature or cadmium. For explanations of the column names please see the caption for Additional file 2.

Additional file 5 Comparison of transcripts differentially expressed in response to temperature and/or cadmium treatments.

Additional file 6 Sequences and characteristics of metallothionein-like transcripts.

Additional file 7 Ribosomal RNA sequences used to filter reads. (FA 20 kb)

## Data Availability

The datasets generated and/or analyzed during the current study have been submitted to the NCBI database under the BioProject PRJNA505233, including the raw sequencing data in the SRA database, the transcriptome assemblies in the GenBank database under the accession numbers GHHK00000000 (*E. verrucosus*), GHHW00000000 (*E. cyaneus*), and GHHU00000000 (*G. lacustris*), and the differential expression data are available in the GEO repository under the accession number GSE129069.

## Abbreviations

BP: Biological process
CC: Cellular component
DE: Differentially expressed
GO: Gene ontology
Hsf: Heat shock factor
hsp: Heat shock protein
LC*x*: Lethal concentration for *x*% of the population
LT*x*: Lethal temperature for *x*% of the population
MF: Molecular function
MT: Metallothionein

How the deposited data were processed for this re-analysis (not part of the article)

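The 187 libraries of the series were used: 62 of *E. verrucosus*, 65 of *E. cyaneus* and 60 of *G. lacustris*. They came from animals kept at LT10, in cadmium chloride, in acetone or in phenanthrene with acetone for 3 h or 24 h, from their parallel controls, from animals under gradual warming sampled on days 8, 15 and 23 with their own controls, and from initial controls. Conditions, times and replicate numbers were taken from the sample titles and labels. The descriptions of the 3 libraries of *G. lacustris* in cadmium at 3 h give 24 h, where titles and tags give 3 h, and those of *G. lacustris* at LT10 after 24 h and on day 23 of warming carry replicate numbers 1, 3 and 4 and 2, 3 and 4, where the titles give 1, 2 and 3. The titles were used, and the counts with the replicate block rest on their numbers. The labels give 24.9 °C for LT10 in *G. lacustris*, where the paper gives 24.6 °C, and the paper's value was used. They give 3 days of acclimation for the controls and the animals in cadmium and 5 days for LT10, where the paper gives 1 week. The second library of replicate 1 of the gradual controls of day 15 in *E. cyaneus* was summed with the first.

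The authors trimmed adapters, removed rRNA reads, and assigned the reads of stranded libraries with Salmon (version 0.9.1) to a reduced assembly of the same species, whose contigs had a best hit in a metazoan. The paper excepts 2 cases from this, and its comparisons between species were run on both assemblies. Its Additional file 1, with the checks for wrong labels, was not used here. The estimated counts as deposited are Salmon's reads per transcript, with reads that fit several transcripts divided between them, and are not whole numbers. The TPM values as deposited were made by the authors with Salmon from the same counts, corrected for effective length, and sum to a constant in each library. They were used for checks of the files alone. The effective lengths served as length offsets. There were 30237 transcripts for *E. verrucosus*, 34579 for *E. cyaneus* and 38650 for *G. lacustris*. No genome was used.

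The estimated counts were rounded and analysed in R (version 4.3.3) with edgeR (version 4.0.16), DESeq2 (version 1.42.0), limma (version 3.58.1) and data.table (version 1.17.8). Every adjusted p of a transcript is from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, after TMM scaling and the filterByExpr filter, unless DESeq2 (Wald test) is named. This holds for every p given for a transcript with n under 10. Each comparison was fitted to its 2 groups. A transcript was called at the thresholds of the study, an adjusted p under 0.001 and an absolute log2 fold change above 3. List members and named transcripts were taken as risen or fallen at an adjusted p under 0.05. The SE beside a log2 fold change of edgeR is its absolute value divided by the square root of F. The direct comparison of LT10 with cadmium was tested in a fit of 6 groups, with calls at the thresholds of the study, and the interaction of LT10 with time in the same fit at an adjusted p under 0.05. Levels are CPM after TMM scaling, with the SD over libraries. Sums over a list were compared by exact permutation of the library labels, two-sided. Lists of transcripts in the gradual warming and phenanthrene libraries were tested with camera of limma, with its preset correlation between transcripts and, as an alternative, with the correlation estimated from the data.

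Transcript names and GO terms come from Additional files 3, 5 and 6 of the study. The lists of stress, translation, ubiquitin and gene families were formed from words in these names and terms. The study chose these transcripts on the same libraries. The sheets of Additional file 3 for *G. lacustris* at LT10 were not used here, and the 4 results planned for metallothionein transcripts were not run, since the transcripts of Additional file 6 are not among those quantified. The differences between species, the lethal doses, the completeness of the assemblies and the enrichment of GO terms were not analysed here.

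Transcripts were named by a rule set before the data were examined. For each comparison it takes the 5 highest and 5 lowest log2 fold changes among annotated calls, the member with the highest CPM of each family named in the paper, every glutathione S-transferase, superoxide dismutase and cytochrome c oxidase transcript, and, for libraries the paper did not analyse, the 3 stress list members with the highest CPM. The log2 fold changes in the tables of the paper had been seen when the rule was written. Transcripts named outside it are marked as chosen after their values were seen.

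Libraries of the heat, cadmium and control groups held 7222425 to 18629641 reads in *E. verrucosus* (n = 23, median 10896566), 6993529 to 13248524 in *E. cyaneus* (n = 24, median 11057620) and 6216 to 11403617 in *G. lacustris* (n = 21, median 8784177). At the median of *G. lacustris*, 0.1 CPM is under 1 read, and levels near this value rest on single reads. In *G. lacustris* 3 libraries were nearly empty, with 6216 (cadmium, 24 h, replicate 4), 6573 (phenanthrene, 3 h, replicate 2) and 4579 reads (gradual warming, day 23, replicate 1). No library was left out of the comparisons for its values. Whether libraries of the same replicate number vary together was checked by their correlation after the group means were removed. Every pair was above 0.1 for cadmium at 3 h and 24 h in *E. verrucosus* (lowest 0.206 and 0.245) and for phenanthrene at 24 h in *E. cyaneus* (lowest 0.149). The replicate number was not used as a block in the tests given first.

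The alternatives set before the data were examined were size factors of DESeq2 (RLE) in edgeR, no filter on low counts, DESeq2 with length offsets, the same with a prior on fold changes, the replicate number as a block, all larger libraries thinned to a total of 8784177 reads, and leaving out each library in turn. Those chosen after seeing the values were leaving out libraries in doubt, DESeq2 without length offsets, edgeR with length offsets, co-variation in the initial and gradual controls alone, best hits of transcripts at an adjusted p under 0.05, the members of lists under every setting, and list sums scaled by RLE or total counts. For leaving out 1 of 2 libraries of a group, the lone library is taken to vary like those of the other group.

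The tests were also tested on simulated data with the depths and dispersions of these libraries. The first program failed on a format error. The next drew counts without regard to effective length, and a later one in proportion to it, and the results of both are kept. In proportion to length, edgeR called 82 of 100 transcripts changed 16-fold and 92 of 100 changed 64-fold in groups of the sizes of *E. verrucosus* at 24 h, 30 and 64 in those of *E. cyaneus* at 3 h, and 59 and 89 in those of *G. lacustris* at 24 h. DESeq2 with length offsets called 97 and 96, 95 and 96, and 97 and 99. Among unchanged transcripts in *E. verrucosus*, edgeR called 35, edgeR with offsets 0, DESeq2 with offsets 6 and DESeq2 without offsets 166. With counts drawn without regard to length these were 0, 18, 183 and 9. A simulated slope of 0.5 was recovered as 0.4997, and the interaction called 191 of 200 changed transcripts and 8 others. The comparison of LT10 with cadmium found 174 of 200 at an adjusted p under 0.05, which is less strict than the thresholds of the study.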

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

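The tests on library size, on reads from another species and on a single factor in the 2 libraries weighed first, and the test of best hits within the stress list of *E. verrucosus*, and the count of best hits within the translation list, were chosen after the result was seen.

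LT10 replicate 3 of *E. cyaneus* and LT10 replicate 4 of *G. lacustris*, both after 3 h, stood apart from the other libraries of their species. Their mean correlation with the other libraries was 0.545 and 0.538, where the next lowest were 0.791 and 0.593, and hsp70 was high in both. They detected 22158 and 19734 transcripts, where the lowest counts among the others that were not nearly empty were 22068 and 23529. Library size is argued against, since their totals lay at percentiles 52.3 and 31.6 of their species. So is a larger share of a few transcripts as the whole cause, since it lowers all others by 1 factor, and 8 and 4 of the 20 most abundant transcripts were under a hundredth of their median level while 7 and 13 were at or above it. Open are reads from another species under these labels (8 and 4 transcripts, against 0 in every other library that was not nearly empty), an exchange of the 2 libraries between the species (both had the lowest correlation), and, as a part of the cause only, the larger share of the 10 most abundant transcripts (percentiles 92.3 and 98.2, above the 90th set beforehand), and no biological explanation was tested. The paper reports from its check for wrong labels that more reads mapped to the assembly of their own species than to the others. It excepts 2 cases from mapping to the own species, and its main text does not name them as libraries. The values of single libraries in its Additional file 1 were not used here, so the check does not settle the labels of these 2 libraries.

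Transcripts that the study lists as lower at LT10 and whose best hit lies outside the amphipods were weighed as a set. They were chosen as lower on these same libraries, so that their fall, and that of those with amphipod best hits, is not independent evidence. In *E. verrucosus* they summed to 85.2 ± 36.2 (SD, n = 4) after 24 h at LT10 against 1937 ± 62.2 CPM (n = 3) in the controls, and in *E. cyaneus* to 46.2 ± 18.6 against 639 ± 508 CPM (n = 4 each). Those with amphipod best hits fell as well, with a median log2 fold change of -4.68 after 24 h (-6.02 for the others) and -3.23 after 3 h (-1.85 for the others) in *E. verrucosus*, and of -3.11 (-3.71) and -2.12 (-4.36) in *E. cyaneus*, where they are 6. A difference in library size is argued against, since after libraries above 8784177 reads were thinned to that total their median log2 fold change after 24 h was -6.01 in *E. verrucosus* and -4.04 in *E. cyaneus*. Most transcripts of translation are of this kind, with best hits outside the amphipods for 89 of 91 measured after 24 h in *E. verrucosus* and 32 of 32 in *E. cyaneus*. RNA from another organism in or on the animals stays open: in untreated libraries of *E. cyaneus* the set co-varied (mean correlation 0.340, and 0.217 in the initial and gradual controls) above every one of 1000 random sets, where the 6 transcripts with amphipod hits were at 0.0438. In *E. verrucosus* the same values, 0.171 and 0.232, cannot be told apart from regulation by the animal, since the transcripts with amphipod hits co-varied more (0.431), and regulation by the animal in heat stays open, as untested, in both species.

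The stress list of *E. verrucosus* divided by time at LT10. The fold change of 586 transcripts differed between 3 h and 24 h in the fit of 6 groups (159 higher and 427 lower at 24 h; 294 to 381 in all without control replicate 4 or LT10 replicate 1 at 3 h, or control replicate 1 or 2 or LT10 replicate 2 or 4 at 24 h; 1073 in another division of the libraries), and of the stress list 10 were higher and 10 lower at 24 h. All 10 that were higher, such as hsp90 TRINITY_DN360868_c0_g2_i1 (347 CPM after 3 h and 3653 CPM after 24 h), had amphipod best hits and all 10 that were lower had others, such as the hsp70 TRINITY_DN351897_c2_g3_i1 with an ascidian hit (63.7 and 0.047 CPM), chosen after its values were seen. In *E. cyaneus* RNA from another organism cannot be told apart from a response of the animal, since edgeR called 0 interactions there (1194 at an unadjusted p under 0.05, 9 called by DESeq2), and the signs of 31 values on the stress list of which none passed (Fisher's exact test, p = 0.718) decide nothing. For *E. verrucosus* the division by best hit (Fisher's exact test, p = 1.08e-05, and 0.00275 over all 38 measured) may reflect another organism that responded and was then lost, and a later response of the animal stays open as well, as untested. Fisher's test takes the transcripts as independent, while transcripts of a family can share reads, so its p does not measure the evidence for another organism. Direction also went with gene family. The hsp90, hsp60, hsp40 and small heat shock protein lists had 1 higher and 0 lower each, and hsp70 had 3 higher and 3 lower.

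Some libraries lay far from the others of their group of 4. Chance alone would set apart about 1 in 20 groups, and 3 of 35 groups were set apart for total reads, 3 of 35 for transcripts detected, 2 of 35 for the share of the 10 most abundant transcripts and 5 of 77 for the CPM of named transcripts. Total reads were high in *E. verrucosus* control replicate 1 at 3 h (18629641) and gradual control replicate 1 on day 8 (13571704), and low in *E. cyaneus* gradual warming replicate 2 on day 15 (7021271). Few transcripts were detected in the nearly empty *G. lacustris* libraries of cadmium at 24 h, replicate 4 (1359), and phenanthrene at 3 h, replicate 2 (1419), and *G. lacustris* gradual control replicate 2 on day 23 had 32079. The 10 most abundant transcripts held 52.7% of the reads in *E. verrucosus* gradual control replicate 1 on day 15 and 58.5% in *E. cyaneus* control replicate 2 at 3 h. The hsp70 TRINITY_DN371471_c1_g1_i1 was at 6.59 CPM in *E. verrucosus* control replicate 4 at 3 h, and the hsp70 TRINITY_DN510477_c2_g2_i4 at 8.29 CPM in *E. cyaneus* control replicate 1 at 24 h as scaled with LT10 and 9.48 CPM as scaled with cadmium. In *E. cyaneus* control replicate 3 at 3 h the glutathione S-transferases TRINITY_DN484746_c2_g1_i7 and TRINITY_DN486081_c1_g1_i5 were at 0.0827 and 1.02 CPM.

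The paper does not analyse gradual warming and phenanthrene. On day 23 of warming edgeR called 241 transcripts in *E. verrucosus*, 6 in *E. cyaneus* and 53 in *G. lacustris* at the thresholds of the study, and without any 1 library 27 to 114 in *E. verrucosus* and 0 to 3 in *E. cyaneus*. In *G. lacustris* it was 0 without warmed replicate 1 (nearly empty), 2 or 3, 104 and 81 without control replicate 1 or 2 and 63 or 77 without the other controls. With camera, Benjamini-Hochberg adjusted over the 20 list tests, the stress list of *E. verrucosus* was higher on day 8 (median log2 fold change 0.17, adjusted p = 0.0151), day 15 (1.34, 2.12e-10) and day 23 (3.16, 7.53e-14). Its translation list was higher on day 8 (1.82, 3.27e-13), lower on day 23 (-4.14, 1.90e-39) and higher in phenanthrene after 24 h (0.37, 1.24e-05). In *E. cyaneus* the translation list was lower on day 8 (-1.87, 1.02e-33), day 15 (-2.53, 2.28e-39) and day 23 (-4.64, 1.58e-18), and the stress list higher on day 23 (2.64, 1.19e-04). In *G. lacustris* the stress list was higher on day 15 (1.71, 2.70e-05) and on day 23 (1.11 against a median of -1.27 over all transcripts, 2.15e-09). With the correlation between transcripts estimated from the data, these 12 adjusted p were 0.0534 to 0.371.

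The count of calls or p in other divisions of the same libraries shows where the real division stood out, by a share of divisions under 0.05 set beforehand. No correction was made for the number of such tests. With the real division included, a count as large came up in 1 of 35 divisions, the smallest share possible, for the following counts of edgeR. In *E. verrucosus* these were the higher calls at LT10 after 3 h (6, highest other 0) and 24 h (21, highest other 0). Its lower calls after 24 h (13, highest other 0) and day 23 (241, highest other 0) were also among them. In *E. cyaneus* these were the higher calls at LT10 after 3 h (3, highest other 0) and in cadmium after 24 h (1, highest other 0). In *G. lacustris* it was day 23 (53, highest other 0). A share of 1 of 35 alone does not exclude chance for these counts. Without single libraries, however, most of them were 0: those of *E. verrucosus* at LT10 without control replicate 1, those of *E. cyaneus* at LT10 after 3 h without LT10 replicate 1 or 4 or control replicate 1 or 3 and in cadmium without cadmium replicate 1 or control replicate 2 or 3, and those of *G. lacustris* without any 1 of the 3 warmed libraries. Day 23 of *E. verrucosus* had 27 to 114 calls without any 1 library. The real division did not stand out for *E. cyaneus* at LT10 after 24 h (2 of 35 for 6 higher and for 1 lower, highest other 52 for each) and on day 23 (2 of 35 for 6, highest other 152). There, another division called several times more transcripts and points to a structure of the libraries. The comparisons with 0 calls came up in 35 of 35 by construction, and the highest of the other divisions was 0, except for the controls of *E. verrucosus* (2), its phenanthrene libraries (3) and cadmium in *G. lacustris* after 24 h (44 higher and 46 lower). For *G. lacustris* at LT10 after 24 h the 10 divisions are too few for a share under 0.05, with 0 calls in the real one, a highest other of 0 and, at the relaxed thresholds, of 72.

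For DESeq2 with length offsets the real division stood out in *E. verrucosus* at LT10 after 24 h (1 of 35 for 399 calls, highest other 80) and in *E. cyaneus* at LT10 after 3 h (1 of 35 for 131, highest other 109). In cadmium after 24 h in *E. verrucosus* the real division called 73 (1 of 35, highest other 54), but replicate numbers paired these libraries, and the 8 divisions that part the 3 pairs (highest other 20) are too few for a share under 0.05. The real division did not stand out in *E. verrucosus* at LT10 after 3 h (2 of 35 for 171, highest other 175) or in *E. cyaneus* at LT10 (2 of 35 for 79, highest other 164) and in cadmium (3 of 35 for 65, highest other 87) after 24 h. In the fit of 6 groups the real division stood out for LT10 against cadmium in *E. verrucosus* (1 of 35 for 167, highest other 0) and *E. cyaneus* (1 of 35 for 11, highest other 0). For the interaction in *E. verrucosus* the share was just under 0.05 (4 of 100 for 586, highest other 1073). There, 3 other divisions called as many or more, which points to a structure of the libraries, so that chance is not excluded. The interactions of *E. cyaneus* (0, highest other 122) and *G. lacustris* (0, highest other 1) came up in 100 of 100 and LT10 against cadmium in *G. lacustris* in 35 of 35 (0, highest other 0).

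For the lists, the number of divisions with a p as low, the unadjusted p of the real division and the lowest of the others are given. The real division stood out (1 of 35 each, the smallest share possible) in *E. verrucosus* for the stress list on day 15 (7.42e-11, other 6.95e-06) and day 23 (1.88e-14, other 7.03e-09) and for translation on day 23 (9.48e-41, other 2.50e-28). In *E. cyaneus* it stood out for translation on day 8 (1.53e-34, other 3.90e-32), day 15 (2.28e-40, other 8.29e-34) and day 23 (3.16e-19, other 4.14e-09). These p rest on the preset correlation between transcripts, and with the correlation estimated the adjusted p of these 6 were 0.0534 to 0.0857, so that chance is not excluded for them. The real division did not stand out for the stress list of *E. verrucosus* on day 8 (9 of 35, 0.00908, other 1.24e-04) and in phenanthrene (34 of 35, 0.871, other 1.38e-05), or its translation list on day 8 (3 of 35, 9.80e-14, other 4.20e-21), day 15 (29 of 35, 0.207, other 1.43e-19) and in phenanthrene (10 of 35, 5.59e-06, other 1.18e-12). Nor did it for the stress list of *E. cyaneus* on day 8 (6 of 35, 0.0727, other 0.0139), day 15 (29 of 35, 0.572, other 0.0111), day 23 (3 of 35, 6.56e-05, other 3.11e-05) and in phenanthrene (10 of 35, 0.129, other 6.55e-04), or its translation list in phenanthrene (28 of 35, 0.160, other 6.38e-29). The same held for the stress list of *G. lacustris* on day 8 (31 of 35, 0.769, other 0.00879), day 15 (3 of 35, 1.35e-05, other 9.96e-09), day 23 (8 of 35, 8.59e-10, other 2.90e-25) and in phenanthrene (18 of 35, 0.165, other 1.62e-17).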

How the results depend on the processing

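The settings for libraries in doubt, DESeq2 without length offsets, edgeR with length offsets, best hits at an adjusted p under 0.05, and list members and list sums under other settings were chosen after the values were seen. Of 999 repeats of 67 counts, slopes and list tests, 743 kept their direction and stayed on the same side of the threshold or within 1.5 times the count, 22 lost and 16 gained the threshold, 217 moved further and 1 reversed. Of 2616 repeats for 169 named transcripts, 2310 were the same, and 111 lost and 114 gained the threshold. In 80 the log2 fold change changed its sign with neither value past the threshold. In 1 it changed its sign with a value past the threshold. Of 4616 repeats of 334 counts of list members, 620 moved by over 1.5 times, and of 496 of 248 list sums under RLE or total count scaling, 10 moved by more than their SD. A low count of edgeR at the thresholds of the study does not show that transcripts did not differ. In simulated data it called 30 of 100 transcripts changed 16-fold in groups of the sizes of *E. cyaneus* after 3 h at LT10, the lowest of the sizes simulated, where DESeq2 with length offsets called 95. Nor does a larger count of DESeq2 show more true differences. Among unchanged transcripts it called more than edgeR with counts drawn without regard to length, and fewer with counts in proportion to length. Thinning the libraries above 8784177 reads to that total changed 4 of the counts, slopes and list tests, given below, 1 named transcript and 10 counts of list members.

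The best-hit p below compares the share of amphipod best hits among the LT10 calls of edgeR that were higher (20 of 24 in *E. verrucosus* and 6 of 6 in *E. cyaneus*) with that among the lower ones (6 of 13 and 0 of 1; Fisher's exact test, p = 0.0275 and 0.143). Counts below are given as higher and lower, or as 1 number for both directions together. They are those that moved by over 1.5 times or crossed a threshold. Apart from fewer libraries or more transcripts where a setting itself brings them, the cause was not tested. With DESeq2 and length offsets, *E. verrucosus* had 48 and 123 at LT10 after 3 h, 71 and 328 at LT10 after 24 h, 2 higher in cadmium after 3 h, 11 and 62 in cadmium after 24 h, 2 between the controls, 609 on day 23, 38 in phenanthrene, 259 for LT10 against cadmium, and a slope of 0.291. *E. cyaneus* had 29 and 102 at LT10 after 3 h, 27 and 52 at LT10 after 24 h, 1 higher in cadmium after 3 h, 24 and 41 in cadmium after 24 h, 246 on day 23, 27 in phenanthrene, 41 for LT10 against cadmium, 9 for the interaction, a slope of 0.617, and a best-hit p of 1.17e-11. *G. lacustris* had 19 higher at LT10 after 3 h, 11 lower at the relaxed thresholds at LT10 after 3 h, 22 and 3 at LT10 after 24 h, 126 lower at the relaxed thresholds at LT10 after 24 h, 2 and 1 in cadmium after 3 h, 4 higher in cadmium after 24 h, 6 in phenanthrene, 4 for LT10 against cadmium, and 1 for the interaction. With the prior added, *E. verrucosus* had 33 and 68 at LT10 after 3 h, 56 and 329 at LT10 after 24 h, 3 and 30 in cadmium after 24 h, 607 on day 23, and 1 in phenanthrene. *E. cyaneus* had 26 and 108 at LT10 after 3 h, 15 and 12 at LT10 after 24 h, 9 and 6 in cadmium after 24 h, 188 on day 23, 10 in phenanthrene, 17 for LT10 against cadmium, 4 for the interaction, a slope of 0.543, and a best-hit p of 4.79e-14. *G. lacustris* had 12 higher at LT10 after 3 h, 10 lower at the relaxed thresholds at LT10 after 3 h, 16 and 1 at LT10 after 24 h, 118 lower at the relaxed thresholds at LT10 after 24 h, 1 higher in cadmium after 3 h, 2 higher in cadmium after 24 h, 33 on day 23, 2 in phenanthrene, and 1 for LT10 against cadmium.

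Without the filter on low counts, which tests more transcripts (adjusted p for lists), *E. verrucosus* had 12 higher at LT10 after 3 h, 84 lower at LT10 after 24 h, 2 and 4 in cadmium after 24 h, 746 on day 23, 0.279 for the stress list on day 8, and 0.00972 for the translation list on day 15. *E. cyaneus* had 14 and 6 at LT10 after 24 h, 5 and 1 in cadmium after 24 h, 78 on day 23, a slope of 0.588, and a best-hit p of 7.22e-04. *G. lacustris* had 2 higher at LT10 after 3 h, 14 higher at LT10 after 24 h, 18 lower at the relaxed thresholds at LT10 after 24 h, 13 higher in cadmium after 24 h, and 0.0191 for the stress list in phenanthrene. With RLE size factors, *E. cyaneus* had 28 on day 23. With libraries above 8784177 reads thinned to that total, *E. verrucosus* had a best-hit p of 0.0909. *E. cyaneus* had 0 lower at LT10 after 24 h, 11 on day 23, and a slope of 0.778.

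With the replicate block, *E. verrucosus* had 0 higher at LT10 after 3 h, 0 and 0 at LT10 after 24 h, and 69 on day 23. *E. cyaneus* had 0 higher at LT10 after 3 h, 1 and 0 at LT10 after 24 h, 0 higher in cadmium after 24 h, and 0 on day 23. *G. lacustris* had 114 and 36 in cadmium after 24 h, and 335 on day 23. The replicate block changed no other of these counts by over 1.5 times, and the near-empty libraries of *G. lacustris* are part of its counts.

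With camera and the correlation between transcripts estimated (adjusted p), *E. verrucosus* had 0.359 for the stress list on day 8, 0.196 for the translation list on day 8, 0.0534 for the stress list on day 15, 0.0735 for the stress list on day 23, 0.0735 for the translation list on day 23, and 0.371 for the translation list in phenanthrene. *E. cyaneus* had 0.0857 for the translation list on day 8, 0.0534 for the translation list on day 15, 0.341 for the stress list on day 23, and 0.0534 for the translation list on day 23. *G. lacustris* had 0.209 for the stress list on day 15, and 0.209 for the stress list on day 23. Over the transcripts of Additional file 5, *E. cyaneus* had a slope of 0.604. With split controls, *E. cyaneus* had a slope of 0.609. With any crustacean best hit, *E. verrucosus* had a best-hit p of 0.118. With the calls of Additional file 3, *E. cyaneus* had a best-hit p of 1.47e-17.

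The settings that follow were chosen after the values were seen. With DESeq2 without length offsets, *E. verrucosus* had 46 and 131 at LT10 after 3 h, 72 and 725 at LT10 after 24 h, and 11 and 65 in cadmium after 24 h. *E. cyaneus* had 37 and 128 at LT10 after 3 h, 28 and 75 at LT10 after 24 h, and 30 and 47 in cadmium after 24 h. *G. lacustris* had 18 higher at LT10 after 3 h, 12 lower at the relaxed thresholds at LT10 after 3 h, 23 and 4 at LT10 after 24 h, 113 lower at the relaxed thresholds at LT10 after 24 h, and 10 higher in cadmium after 24 h. With edgeR and length offsets, *G. lacustris* had 1 higher at LT10 after 3 h, and 1 lower at the relaxed thresholds at LT10 after 24 h. Without the libraries in doubt, *E. cyaneus* had 6 higher at LT10 after 3 h, and 18 for LT10 against cadmium. *G. lacustris* had 3 higher at LT10 after 3 h, 1 lower at the relaxed thresholds at LT10 after 3 h, 0 on day 23, 5 for LT10 against cadmium, and 2 for the interaction. Without them and with DESeq2 and length offsets, *E. cyaneus* had 62 and 115 at LT10 after 3 h. *G. lacustris* had 27 and 1 at LT10 after 3 h, 26 lower at the relaxed thresholds at LT10 after 3 h, 3 higher in cadmium after 3 h, 22 and 2 in cadmium after 24 h, and 183 on day 23. With calls at an adjusted p under 0.05, *E. cyaneus* had a best-hit p of 6.44e-10.

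Leaving out each library in turn gave, in *E. verrucosus*, 0 to 5 for LT10 after 3 h (higher), 0 to 6 for LT10 after 3 h (lower), 0 to 20 for LT10 after 24 h (higher), 0 to 15 for LT10 after 24 h (lower), 27 to 114 for day 23, 90 to 196 for LT10 against cadmium, 294 to 679 for the interaction, 0.191 to 0.384 for the slope, 3.89e-04 to 0.636 for the stress list on day 8, 0.00265 to 0.938 for the translation list on day 15, and 0.00206 to 1 for the best-hit p. In *E. cyaneus* it gave 0 to 6 for LT10 after 3 h (higher), 2 to 9 for LT10 after 24 h (higher), 0 to 1 for LT10 after 24 h (lower), 0 to 2 for cadmium after 24 h (higher), 0 to 3 for day 23, 7 to 18 for LT10 against cadmium, 0 to 16 for the interaction, 0.649 to 0.806 for the slope, 0.0381 to 0.309 for the stress list on day 8, 0.0158 to 0.325 for the stress list in phenanthrene, and 2.58e-07 to 0.970 for the translation list in phenanthrene. In *G. lacustris* it gave 0 to 3 for LT10 after 3 h (higher), 0 to 1 for LT10 after 3 h (lower, relaxed thresholds), 0 to 104 for day 23, 0 to 8 for LT10 against cadmium, 0 to 1 for the interaction, and 0.0390 to 0.954 for the stress list in phenanthrene. The best-hit odds ratio of *E. verrucosus* reversed without control replicate 2 at 24 h (Fisher's exact test, p = 0.580). The results not listed here kept their side of the threshold or stayed within 1.5 times their count without any 1 library.

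The log2 fold change of TRINITY_DN496632_c4_g1_i5 in *E. cyaneus* after 3 h at LT10 reversed to -2.62 with DESeq2 and without LT10 replicate 3. The translation list of *G. lacustris* had no member, the slope of *G. lacustris* had no call, and the 4 results for metallothionein had no transcript, so that these were not run. The slopes had no value without control replicate 1 in *E. verrucosus* and without 3 of the libraries in *E. cyaneus*, and the best-hit test had none with the replicate block, nor in *E. cyaneus* with thinned libraries.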

Differences from the paper's values

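DESeq2 without length offsets, edgeR with length offsets and the libraries in doubt left out were chosen after the values were seen. The paper's counts come from its Additional file 3 unless its text is named, and both use an adjusted p under 0.001 and an absolute log2 fold change above 3.

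In *E. verrucosus* at LT10 after 3 h the paper's counts are 48 higher and 125 lower, and edgeR gave 6 and 0. After 24 h the paper's are 72 and 329, and edgeR gave 21 and 13. With length offsets, DESeq2 came within 1.5 times of all 4 (48 and 123, then 71 and 328), and its prior of all but the lower ones after 3 h (68). RLE size factors, no filter on low counts, the replicate block and thinning did not. DESeq2 without length offsets, chosen after seeing the values, came near 3 of the 4 and gave 725 lower after 24 h. It drops 19 of the paper's 173 calls after 3 h and 11 of its 401 after 24 h.

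In cadmium the paper's counts in *E. verrucosus* are 2 higher after 3 h and 11 higher and 62 lower after 24 h, and edgeR gave 0 for each, with 1400 and 1596 transcripts at an unadjusted p under 0.05. The counts of DESeq2 with length offsets were 2, 11 and 62, and none of the other planned settings came within 1.5 times. DESeq2 without offsets, chosen after seeing the values, gave 11 and 65 after 24 h and drops 6 of the paper's 73 calls. Between the controls of *E. verrucosus* the text of the paper gives 2 and edgeR gave 0 (567 at an unadjusted p under 0.05). There, DESeq2 with length offsets gave 2 and no other planned setting did.

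In *E. cyaneus* at LT10 the paper's counts are 43 higher and 129 lower after 3 h and 27 and 52 after 24 h, and edgeR gave 3 and 0, then 6 and 1. Those of DESeq2 with length offsets were 27 and 52 after 24 h. After 3 h it gave 29 and 102, within 1.5 times of the paper's, but called 113 of the paper's 172 transcripts. The prior came near the lower calls after 3 h (108) and not the other 3. Chosen after seeing the values, DESeq2 without offsets gave 37 and 128, then 28 and 75, and drops 48 of the paper's 172 calls and 1 of its 79. DESeq2 with offsets and without LT10 replicate 3, also chosen after seeing the values, gave 62 and 115 and drops 38 of the 172. RLE size factors, no filter, the replicate block and thinning did not come near.

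In cadmium the paper's counts in *E. cyaneus* are 1 higher after 3 h and 24 higher and 41 lower after 24 h, and edgeR gave 0, 1 and 0, with 699 and 1077 transcripts at an unadjusted p under 0.05. Here DESeq2 with length offsets gave 1, 24 and 41, and none of the other planned settings came within 1.5 times. DESeq2 without offsets, chosen after seeing the values, gave 30 and 47 after 24 h and drops 0 of the paper's 65 calls. In *G. lacustris* the paper's counts in cadmium are 2 higher and 1 lower after 3 h and 4 higher after 24 h, and edgeR gave 0, 0 and 0, with 500 and 524 at an unadjusted p under 0.05. Among the planned settings, DESeq2 with length offsets (2, 1 and 4) came within 1.5 times, and the others did not. DESeq2 with offsets and without the library in doubt, chosen after seeing the values, gave 3 higher after 3 h and drops 2 of the paper's 3 calls.

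The slope of the cadmium on the LT10 log2 fold changes after 24 h, fitted to the values of Additional file 5, is 0.272 in *E. verrucosus* and 0.602 in *E. cyaneus* for the paper's values, and edgeR gave 0.208 and 0.681. In *E. verrucosus* RLE size factors (0.237) and DESeq2 with length offsets (0.291) came within the larger SE, as did leaving out any 1 of 6 libraries (0.235 to 0.275). No filter, the prior, thinning, total least squares and the transcripts of Additional file 5 did not. In *E. cyaneus* no filter (0.588), DESeq2 with length offsets (0.617) and with the prior (0.543), the transcripts of Additional file 5 (0.604), split controls (0.609), and leaving out LT10 replicate 3 or control replicate 4 (0.649 and 0.709) did, and RLE size factors, thinning and total least squares did not.

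Of the 69 log2 fold changes of named transcripts, 3 differ by more than the larger SE. For TRINITY_DN369594_c0_g3_i3 of *E. verrucosus* after 24 h at LT10 the paper gives -7.1 and edgeR gave -9.18, and DESeq2 with length offsets (-7.10) closes the gap. For TRINITY_DN459390_c0_g1_i3 of *E. cyaneus* after 3 h the paper gives 7.05 and edgeR gave 9.13, and DESeq2 with length offsets (8.14) comes within the SE. In both the other planned settings do not. For TRINITY_DN496632_c4_g1_i5 of *E. cyaneus* after 3 h the paper gives -3 and edgeR gave 1.17, and no planned setting closes the gap. DESeq2 with offsets and without LT10 replicate 3, chosen after seeing the values, gave -2.62.

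The paper names a glutathione S-transferase, TRINITY_DN484746_c2_g1_i7 of *E. cyaneus*, as over 60-fold higher after 3 h. It lay under edgeR's filter here and was called by DESeq2 at an adjusted p under 0.05. The paper names transcripts lower at LT10 in *G. lacustris* at the relaxed thresholds, where edgeR gave 0 and DESeq2 with length offsets 11 after 3 h and 126 after 24 h.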

Other observations

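All tests below were set before the data were examined, except those without the nearly empty library. Chaperone transcripts were high in animals warmed over 23 days to 24.4 °C, which the paper does not analyse. In *E. verrucosus* the hsp70 TRINITY_DN371471_c1_g1_i1 rose to 998 ± 349 CPM (SD, n = 4) against 5.82 ± 2.95 CPM (n = 3) in the gradual controls of the same day, a log2 fold change of 7.38 (SE 0.50, adjusted p = 1.13e-04 by edgeR). The hsp90 TRINITY_DN360868_c0_g2_i1, which helps fold signalling proteins, rose to 3510 ± 685 against 67.7 ± 48.3 CPM (5.67, SE 0.56, adjusted p = 3.80e-04). The stress-induced phosphoprotein TRINITY_DN355235_c2_g1_i2, a cochaperone that links Hsp70 and Hsp90, rose to 752 ± 54.0 against 68.8 ± 13.0 CPM (3.42, SE 0.23, adjusted p = 1.04e-04). In *E. cyaneus* the hsp90 TRINITY_DN505947_c0_g1_i1 rose to 1413 ± 718 against 69.1 ± 10.9 CPM (n = 4 each, 4.29, SE 0.41, adjusted p = 0.00105), the hsp90 TRINITY_DN484470_c2_g1_i2 to 168 ± 12.8 against 7.17 ± 3.90 CPM (4.47, SE 0.40), and the hsp70 TRINITY_DN510477_c2_g2_i4 to 492 ± 409 against 41.6 ± 15.6 CPM (3.50, SE 0.61, adjusted p = 0.00878). These 6 calls held without any 1 library and with the replicate block. In *G. lacustris* the hsp70 TRINITY_DN341139_c0_g1_i4 was at 264 ± 232 (n = 3) against 43.5 ± 10.9 CPM (n = 4) and did not pass (2.79, adjusted p = 0.0524), but passed without the nearly empty library (3.15, adjusted p = 0.00566).

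Transcripts of translation were lower in the same animals. Those of *E. verrucosus* summed to 23.2 ± 11.8 (n = 4) against 370 ± 144 CPM (n = 3), 16.0-fold lower, and those of ribosomal proteins to 6.89 ± 2.41 against 133 ± 55.6 CPM, 19.3-fold lower. In *E. cyaneus* they summed to 4.59 ± 1.96 against 155 ± 39.1 CPM (n = 4 each), 33.8-fold lower, and those of ribosomal proteins to 0.529 ± 0.299 against 59.0 ± 22.6 CPM, 112-fold lower. The stress list summed to 8274 ± 1578 against 364 ± 102 CPM in *E. verrucosus*, 22.7-fold higher, and 2672 ± 1437 against 251 ± 52.9 CPM in *E. cyaneus*, 10.6-fold higher (exact permutation test, two-sided, p = 0.0286 for each of these 6 sums, the smallest possible). In *G. lacustris* it summed to 734 ± 670 against 289 ± 163 CPM (p = 0.257 by the same exact test), and to 1102 ± 296 CPM (n = 2) without the nearly empty library. The lists were chosen by the study at LT10 and in cadmium, with libraries other than these. Most transcripts of translation have best hits outside the amphipods. At LT10 after 24 h this held for 89 of 91 measured in *E. verrucosus* and 32 of 32 in *E. cyaneus*. Whether their sums fell in the animal or in another organism was not settled here.

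On day 23 edgeR called 26 higher and 215 lower in *E. verrucosus*, 1 and 5 in *E. cyaneus* and 3 and 50 in *G. lacustris*, and without any 1 library 27 to 114 in *E. verrucosus*, 0 to 3 in *E. cyaneus* and 0 to 104 in *G. lacustris* in all. By DESeq2 with length offsets these were 60 and 549, 22 and 224, and 6 and 32 (25 and 158 without the nearly empty library). In phenanthrene after 24 h, compared with acetone, edgeR called 0 transcripts in each species, with 1595, 3191 and 1675 at an unadjusted p under 0.05 in *E. verrucosus*, *E. cyaneus* and *G. lacustris*, and DESeq2 called 1 higher and 37 lower, 4 and 23, and 4 and 2. At an adjusted p under 0.05 edgeR found 18 higher and 3 lower in *E. cyaneus*, where replicate numbers paired the libraries, and 0 with the replicate block. Without acetone replicate 3 these were 240 and 361, and without any other single library 0 and 0.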
